# Phenotypic Characterization of Retinoic Acid Differentiated SH-SY5Y Cells by Transcriptional Profiling

**DOI:** 10.1371/journal.pone.0063862

**Published:** 2013-05-28

**Authors:** Joanna A. Korecka, Ronald E. van Kesteren, Eva Blaas, Sonia O. Spitzer, Jorke H. Kamstra, August B. Smit, Dick F. Swaab, Joost Verhaagen, Koen Bossers

## Abstract

Multiple genetic and environmental factors play a role in the development and progression of Parkinson’s disease (PD). The main neuropathological hallmark of PD is the degeneration of dopaminergic (DAergic) neurons in the substantia nigra pars compacta. To study genetic and molecular contributors to the disease process, there is a great need for readily accessible cells with prominent DAergic features that can be used for reproducible *in vitro* cellular screening. Here, we investigated the molecular phenotype of retinoic acid (RA) differentiated SH-SY5Y cells using genome wide transcriptional profiling combined with gene ontology, transcription factor and molecular pathway analysis. We demonstrated that RA induces a general neuronal differentiation program in SH-SY5Y cells and that these cells develop a predominantly mature DAergic-like neurotransmitter phenotype. This phenotype is characterized by increased dopamine levels together with a substantial suppression of other neurotransmitter phenotypes, such as those for noradrenaline, acetylcholine, glutamate, serotonin and histamine. In addition, we show that RA differentiated SH-SY5Y cells express the dopamine and noradrenalin neurotransmitter transporters that are responsible for uptake of MPP(+), a well known DAergic cell toxicant. MPP(+) treatment alters mitochondrial activity according to its proposed cytotoxic effect in DAergic neurons. Taken together, RA differentiated SH-SY5Y cells have a DAergic-like phenotype, and provide a good cellular screening tool to find novel genes or compounds that affect cytotoxic processes that are associated with PD.

## Introduction

Parkinson’s disease (PD) is the second most prevalent age-related neurodegenerative disease. The primary clinical symptoms consist of deficits in motor behavior such as tremor, muscle rigidity, postural instability, akinesia and bradykinesia [1] as well as cognitive dysfunction [2], [3]. The motor symptoms are caused by the selective loss of the dopaminergic (DAergic) neurons in the substantia nigra pars compacta (SN) leading to depletion of striatal dopamine (DA) levels. Several mutations have been found that cause rare, familial forms of PD in genes such as SNCA, PARK2, DJ-1, PINK1, LRRK2 and PARK9 [4], [5]. These familial forms account for only 5% of the patients, whereas most PD cases are sporadic [1]. The etiology of sporadic PD appears to be multifactorial including both genetic and environmental factors [6], [7]. So far, several cellular defects, such as the formation of Lewy bodies [8], [9], mitochondrial dysfunction and increased oxidative stress, have been linked to the disease, although these cannot fully explain the molecular basis of the disease [10].

Recently, several genome-wide gene expression studies on postmortem human brain tissue have identified transcriptional alterations that are associated with sporadic PD [11]–[19]. These alterations may either be causally involved in the development of sporadic PD, or may be the consequence of the progression of the disease. The functional interpretation of the molecular signatures obtained by transcriptional profiling poses a challenge and gene function analysis is dependent on a reliable cellular model enabling large-scale functional screening of genes. An adequate cell model for research on PD gene function should: 1. display the main cellular and molecular features that are characteristic of DAergic neurons, 2. be sensitive to perturbations in cellular processes that are commonly associated with PD, and 3. be suitable for up-scaled cellular screening, in which the function of many genes, proteins and compounds can be examined in a high-throughput and high-content manner.

One potentially suitable cell model is the human neuroblastoma SH-SY5Y cell line, which was originally derived from the SK-N-SH cell line [20]. SH-SY5Y cells have been used frequently, either in an undifferentiated state [21]–[24], or in a neuron-like differentiated state after induction with all-trans-retinoic acid (RA) [25]–[32]. The specific neurotransmitter phenotype of SH-SY5Y cells differentiated with RA is still unclear. RA treatment has been shown to induce the expression of tyrosine hydroxylase (TH), suggesting a shift towards a DA neurotransmitter phenotype [33]. However, others did not observe changes in the expression of key DAergic-cell markers in RA treated cells [21]. RA treatment has also been reported to induce a cholinergic phenotype [34]. The lack of an unequivocal characterization of the transmitter phenotype of RA differentiated SH-SY5Y cells currently impacts on the potential relevance of these cells for PD research.

In 1982, 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) was discovered as a neurotoxin which induced rapid PD symptoms in exposed humans. Neuropathological examination of the brains of these subjects revealed a moderate to severe loss of DAergic neurons in the SN [35]. In the brains of exposed individuals, 1-methyl-4-phenyl-pyridium (MPP(+)), an active metabolite of MPTP, is taken up by DAergic neurons via the dopamine (DAT) and noradrenaline transporter (NAT) [36], resulting in the inhibition of complex 1 of the mitochondrial electron transport chain, rapid ATP depletion, loss of mitochondrial membrane potential and the formation of reactive oxygen species (ROS) [37], [38], together leading to cellular dysfunction and cell death [39].

MPP(+) treated SH-SY5Y cells have been widely used as an *in vitro* model to study mitochondrial impairments observed in PD. So far, two gene expression profiling studies investigated the effect of MPP(+) treatment on undifferentiated SH-SY5Y cells [22], [23]. In these studies, mitochondrial stress indeed preceded cellular death, but the relevance of these studies for PD research is so far unclear because the neurotransmitter phenotype of these undifferentiated cells was not studied. This is of importance, since both PD and MPP(+) specifically induce cell death in SN DAergic neurons, which suggests an interaction between the DA neurotransmitter phenotype and PD-associated mitochondrial stress. For example, MPP(+) is not only selectively transported into DAergic neurons, but it also binds with high affinity to VMAT2, a protein that transports DA into vesicles. The interaction between VMAT2 and MPP(+) causes excessive release of DA into the cytoplasm, increasing ROS generation, which subsequently contributes to cell death [38]. Thus, it is of importance to know if SH-SY5Y cells display any typical DAergic characteristics that enable the study of MPP(+) toxicity in a PD-like context.

Genome-wide transcriptional analysis of specific neuronal cell types is a powerful method to investigate their molecular properties, ascertain their lineage and study their differentiation characteristics [40], [41]. Here we used large-scale transcriptional profiling combined with gene ontology and pathway analysis to determine the molecular phenotype of SH-SY5Y cells. We then used high-content microscopy, ATP production and mitochondrial membrane potential measurements to assess mitochondrial abundance and mitochondrial activity of RA differentiated SH-SY5Y cells challenged with MPP(+). Our observations indicate that SH-SY5Y cells show a molecular phenotype profile that is characteristic for DAergic cells, and are an appropriate model to study the effects of PD-related mitochondrial inhibition on cell viability and function.

## Materials and Methods

### Cell Culture and MPP(+) Treatment

Human SH-SY5Y neuroblastoma cells were obtained from The European Collection of Cell Culture (ECACC, 94030304, Sigma-Aldrich). Cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM)/F-12 without L-glutamine (Invitrogen) supplemented with 0.5% fetal calf serum (FCS), 100 U/ml penicillin (Sigma) and 0.1 mg/ml streptomycin (Sigma) for 8 days at 37°C in 5% CO_2_. Cells were grown in 96-well plates coated with 0.1 mg/ml poly-L-lysine (PLL, Sigma) and 1 mg/ml growth factor reduced Matrigel Matrix without phenol red (BD Biosciences). 10,000 cells per well were plated. As we were interested in the effects of retinoic acid on the growth and differentiation of SH-SY5Y cells cultured cells were assigned to two treatment groups: culture in medium only (noRA) and culture with medium supplemented with 1 µM all trans-retinoic acid (RA, Sigma) (Figure 1).

**Figure 1:**
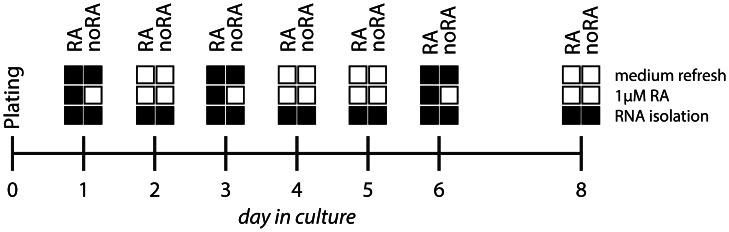
Culture setup of SH-SY5Y cells treated with or without RA. Cells were cultured for 8 days in medium only (the noRNA group) or in medium supplemented with 1 µM retinoic acid (the RA group). Cells were harvested for RNA isolation at the indicated time points.

### RNA Isolation and Quality Control

Cells were harvested for RNA isolation at the time points indicated in Figure 1. Cells were lysed by adding 50 µl of Trizol Reagent (Invitrogen) to each well, followed by incubation on ice for 10 min. Each time point/treatment condition consisted of 30 wells, divided into three replicates of 10 pooled wells. Phase separation was performed with chloroform and Phase Lock Gel (5 Prime). The final aqueous phase was diluted with an equal volume of 70% ethanol. RNA was isolated using RNeasy Micro columns (Qiagen) according to the manufacturer’s instructions. RNA quantity and purity were determined by NanoDrop ND-1000 spectrophotometer (Nanodrop Technologies) and RNA integrity was determined using the RNA Integrity Number (RIN) measured on an Agilent 2100 Bioanalyzer (Agilent Technologies).

### RNA Labeling and Microarray Hybridization

RNA samples were amplified and labeled with either Cy5-CTP or Cy3-CTP using the two-color Low Input Quick Amp Labeling Kit (Agilent Technologies) and purified with the RNeasy Micro kit according to the manufacturer’s protocol. Quality control was performed where cRNA quantity and dye integration were determined by NanoDrop measurement and cRNA fragment length was investigated with the Bioanalyzer.

Labeled cRNA was hybridized on Agilent 4×44K Whole Human Genome arrays (Agilent Technologies, Part Number G4112F) according to the manufacturer’s protocol. Briefly, 825 ng of Cy3-CTP or Cy5-CTP labeled cRNA was fragmented for 30 min at 60°C in 1×fragmentation buffer (Agilent Technologies) and loaded onto the array in 1×GEx Hybridization Buffer (Agilent Technologies). Arrays were incubated at 60°C in a rotating hybridization chamber for 17 h, after which they were washed in 6×SSPE 0.005% N- Lauroylsarcosine (Sigma-Aldrich) for 5 min and in 0.06×SSPE 0.005% N-Lauroylsarcosine for one minute. Finally, slides were washed in acetonitrile (Sigma-Aldrich) for 30 seconds and dried in a nitrogen flow. Microarrays were scanned in an Agilent DNA Microarray Scanner at 5 µm resolution at 10% and 100% PMT settings. Scan images were combined and quantified using Agilent Feature Extraction Software (version 9.5.1). The hybridization set up can be found in the Figure S1.

### Microarray Normalization and Single Gene Analysis

Raw expression data, generated by Feature Extraction software, was imported into the R statistical processing environment using the LIMMA package [42] in Bioconductor (http://www.bioconductor.org). All features for which one or more foreground measurements were flagged as a non-uniformity outlier or as a saturated outlier were excluded from further analysis. We previously demonstrated that the intensity-based analysis of complex ratio-based designs is more efficient and powerful than the standard ratio-based analysis [43]. We have therefore used an intensity-based analysis for this dataset. The individual signal intensities were extracted from the ratio measurements and 2log transformed intensity measurements were used for further analysis. Normalization between arrays was performed using the quantile algorithm in LIMMA. Due to the hybridization scheme, some samples were hybridized in duplicate - in this case the mean expression level of the duplicates was used.

To detect genes with differential expression between treatment conditions (RA versus noRA) and during the time of culture, a two-way analysis of variance (ANOVA) was performed on the 2log transformed intensity levels for each probe to detect features with a significant interaction between treatment and time in culture. All values were corrected for multiple testing using the Benjamini-Hochberg (BH) algorithm. All corrected p-values <0.05 were considered significant. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [44] and are accessible through GEO Series accession number GSE43368 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43368).

### Cluster Analysis, Pathway Analysis and Transcription Factor Selection

To visualize the relationship between all treatment-time point combinations, unsupervised cluster analysis was performed on all genes with a significant change in expression (p<0.05) after BH correction using the heatmap function in R. Additionally, temporal profiles were created for the RA samples for each gene by: 1. normalizing expression values by subtracting the average expression of all measurements, and 2. averaging the expression for each treatment-time point condition. These temporal profiles were clustered into 20 clusters by a soft clustering approach based on fuzzy c-means using the M-Fuzz package (version 16.0) in Bioconductor to detect patterns of co-regulated genes over time for each treatment group. Clusters with up or down regulation of gene expression in time were chosen for further analysis using Ingenuity Pathways Analysis (IPA) and Gene Ontology GOstat software [45].

In order to further examine the RA differentiation process, all transcription factors (TFs) were selected from the significantly regulated gene list. TF genes were selected based on regular expression terms indicating a transcriptional function of the gene: "transcription, zinc.*f, EF.*hand, forkhead, homeo(.*domain|.*box), nucleic.*acid, nuclear(.*factor|.*receptor), DNA\Wbinding, Helicase, \Wets\W, Kruppel" [46]. All TF hits were further confirmed and their specific functional roles analyzed with the NCBI Entrez Gene database.

### Reverse Transcription and Quantitative PCR

180 ng of each RNA sample was reverse transcribed using the QuantiTect Reverse Transcription Kit (Qiagen). 1/250 or 1/300 of total cDNA was used for each qPCR reaction, depending on the expression level of each gene. In each reaction 3 pmol of forward and reverse primer (see Table S1 in Tables S1 for primer sequences) was used with 10 µl 2×SYBR green ready reaction mix (Applied Biosystems, Foster City, CA, USA), totaling a volume of 20 µl per reaction. Reactions were carried out on an ABI 7300 sequence system (Applied Biosystems). Each primer pair was checked for primer dimers by analyzing dissociation curves. As housekeeping genes we used the most stably expressed genes in the microarray dataset. Six genes were selected, based on their biological function, such as cytoskeleton or mitochondrial related, and tested with qPCR (SELK, PPP1R8, NDUFV2, NY-SAR-48, PRKCZ, UQCRFS1). With the use of GeNorm software [47] the final three most stable housekeeping genes were identified (NDUFV2, NY-SAR-48 and PRKCZ) and the normalization factor was calculated.

### Immunocytochemical Staining

Cells were cultured in 24-well plates on glass cover slips as described above and fixed with 4% paraformaldehyde (PFA) (Sigma) for 30 min followed by 30 min blocking at room temperature (RT) in blocking buffer (1×phosphate buffered saline (PBS), 0.5% Triton X-100 (Sigma), 0.25% gelatin (Merck) and 2% fetal calf serum (FCS). The following primary antibodies were applied in 1×PBS/2% FCS/0.25% gelatin/0.5% Triton X-100 (Sigma) and incubated at 4°C overnight: anti-tyrosine hydroxylase (TH) (rabbit, Institute Jacques Boy SA, Reims, France, 208020234) at 1∶200, anti-VMAT2 (rabbit, Millipore, AB1767) at 1∶200, and anti-dopamine at 1∶100 (rabbit [48]). Cells were washed and labeled with Alexa 488 anti- rabbit antibodies (Invitrogen, Carlsbad, CA, USA) at 1∶800 dilution for 2 h at RT in 1×PBS/2% FCS followed by 20 min nuclear staining with Hoechst 33258 (Molecular Probes; 10 mg/ml, diluted 1∶20,000 in H2O). Cells were mounted in Mowiol solution (0.1 M Tris pH 8.5, 25% glycerol, 10% w/v Mowiol 4–88 (Sigma)) and analyzed with the use of a confocal laser scanning microscope (Zeiss, Sliedrecht, The Netherlands).

### Protein Isolation and Western Blot Analysis

For Western blot analysis cells were cultured as described above in 24 well plates in two conditions: RA treated and noRA treated. On day 8, cells were incubated on ice for 10 min in 70 µl RIPA buffer (25 mM Tris-HCl pH 7.4 (Sigma), 150 mM NaCl (Sigma), 1% NP40 (AppliChemicals), 1% sodium deoxycholate (Sigma), 0.1% SDS and 1×Complete Protease Inhibitor (Roche)). The cell lysate was then collected, sonicated and the protein concentration was calculated with bicinchoninic acid protein assay kit (Pierce, Thermo Scientific). For Western blot analysis, each sample was heated in 5×loading buffer containing 10% sodium dodecyl sulphate (SDS, MP Biomedicals) and 5% ß-mercaptoethanol (Sigma) at 95°C for 5 min and loaded on 8% SDS gel. Tris-glycine sodium dodecyl sulphate polyacrylamide gel electrophoresis was performed using the BioRad Mini-PROTEAN 3 gel electrophoresis system (Bio-Rad Laboratories, Hercules, CA, USA) and proteins were semi-dry transferred to nitrocellulose membranes and blocked with 5% fat-free milk powder in 1×tris buffered saline (TBS)/0.05% Tween-20 (Sigma) for 1 h at room temperature. Blots were incubated with antibodies against DBH (sheep, Millipore, AB 1537) at 1∶200 and ß-actin (mouse, Sigma-Aldrich, A5316) at 1∶1000 at 4°C overnight in TBS/0/05% Tween-20. The primary antibodies were further detected, first with biotyn anti-sheep antibody (Vector laboratories) at 1∶400 dilution and then with SA-Cy5 (Jackson’s Lab) at 1∶800 for DBH detection, and anti-mouse IR-dye 800 at 1∶2000 for ß-actin detection. Blots were scanned and analyzed using the Odyssey Infrared Imager and Odyssey 2.1 scanning software (LI-COR biosciences). The ß-actin signal was used to normalize the final protein quantifications.

### Detection of Functional DAT and NAT

DAT and NAT activity in RA-differentiated SH-SY5Y cells were measured using different concentrations (0,003 µM–3.0 µM) of the selective DAT inhibitor 1-(2-[*bis*(4-fluorophenyl)methoxy] ethyl)-4-(3 phenylpropyl) piperazine (GBR 12909) or with different concentrations (0,0001 µM–0,1 µM) of the selective NAT inhibitor desipramine (DMI) in culture medium for 1 h as previously described [49]. In short, cultures were incubated for 20 min at 37°C with 1 mM [^3^H]DA in Krebs-Ringer buffer (16 mM sodium phosphate, 119 mM NaCl, 4.7 mM KCl, 1.8 mM CaCl2, 1.2 mM MgSO4, 1.3 mM EDTA, and 5.6 mM glucose; pH 7.4). Nonspecific uptake was measured in the presence of 10 µM mazindol. After washing three times with ice-cold Krebs-Ringer buffer, cells were lysed in 1 N NaOH and [^3^H] DA uptake was determined by liquid scintillation counting. Specific [^3^H] DA uptake was calculated by subtracting the amount of uptake measured in the presence of mazindol.

### Assessment of Mitochondrial Activity

#### High-content quantification of mitochondrial intensity

SH-SY5Y cells were cultured in the presence or absence of RA and treated with different concentrations of MPP(+). RA was added as indicated in Figure 1. MPP(+) was administered on day 3 and day 6 in culture. For mitochondrial abundance, cells were fixed after 8 days and incubated with 100 nM MitoTracker solution (Molecular Probes) diluted in 1×PBS for 20 min at RT. Cells were washed 2×5 min in 1×PBS, and nuclear staining was then performed by incubating cells in 100 µl Hoechst for 20 min at RT. Cells were washed 2×5 min in H_2_O and left in H_2_O for image collection. Image acquisition and analysis were performed using an ArrayScan VTI HCS Reader instrument (Thermo Scientific) and the Compartmental Analysis Bioapplication. Twenty images per well were collected, and mitochondrial activity was measured on a per cell basis quantifying both the number and the intensity of MitoTracker-positive spots in the cytoplasmic region of the cell. Readout from five wells was averaged and biological replicates were merged.

#### Mitochondrial membrane potential measurements

The mitochondrial membrane potential was measured in live cells using the Tetramethylrhodamine, Methyl Ester (TMRM) assay (Invitrogen, USA). On day 8 of culture, cells were incubated with TMRM at a final concentration of 450 nM for 20 min. After incubation, a final concentration of 1.4 g/L brilliant black (Sigma, Germany) was added and fluorescence was measured at ex 530/em 580 on a Varioskan Flash (Thermo Scientific). Twelve point well scans were performed and the average fluorescence intensity was calculated per well.

#### ATP production measurements

ATP production was measured on day 8 in culture using the Cellular ATP Kit HTS (BioThema, Handen, Sweden), according to the manufacturer’s recommendations. The luminescence levels were measured on a Varioskan Flash (Thermo Scientific). A 5 second integrated luminescent measurement was performed, and ATP concentrations were calculated after spiking and remeasurement of the cell lysates with a known concentration of ATP. Statistical analyses for all mitochondrial assays were performed using Student T-test. P values below 0.05 were considered significant.

## Results

### Retinoic Acid Induces Neuronal Differentiation of SH-SY5Y Cells

#### Gene expression changes induced by RA treatment

To study the effects of RA on the differentiation of SH-SY5Y cells we performed a microarray analysis of RA treated and untreated cells during an eight-day culture period. 

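RA is a ligand of nuclear receptors that switches on differentiation genes, and SH-SY5Y is a neuroblastoma cell line of sympathetic origin. RNA of RA treated cells (1 µM all-trans RA) and of untreated (noRA) cells was measured at days 1, 2, 3, 4, 5 and 8 of culture on 2-color arrays with 41000 different probes. The deposited data map 35 samples to these 12 groups, 3 in each group except RA day 2 with 2, and each sample is a pool of 10 wells of a 96-well plate. The samples are 35 channels of 19 arrays on 9 slides, scanned on 7 dates, and both channels of an array hold the same treatment. No sample description names the other 27 channels, 3 of them on these arrays, and they were not used. The authors labeled the RNA with Cy3 or Cy5 and extracted the scans with Agilent Feature Extraction, whose version is 9.5.3.1 in the headers of the scans and 9.5.1 in the methods. The processed signal of each channel has its background subtracted and its dyes normalized within the array, and it was the starting point here. Of the spots, 64.94% to 77.58% (median 68.59%) lay well above background in the 18 Cy3 samples and 68.79% to 90.17% (median 76.62%) in the 17 Cy5 samples. The median processed signal per sample was 100 to 206.1 with Cy3 and 101.1 to 208.7 with Cy5. Control spots and the 352 spots marked as non-uniform in any channel used were left out, and the log2 signals were quantile normalized over the 35 samples. The 243 spots marked as saturated in any channel used were kept, while the paper's methods leave such spots out. Spots of the same probe were averaged, which left 40682 probes of 19514 named genes. Differences were tested with limma on the 12 group means with the array as a block (correlation within arrays 0.24), moderated variances and Benjamini-Hochberg adjusted p over all probes at a threshold of 0.05. A gene named with a value stands for its probe with the highest mean signal, positions are those of the probe on hg18, and the fold changes are RA/noRA at day 8 unless another comparison is named. The paper calls the samples of a group biological replicates, and whether they come from separate cultures is not stated. Their spread may thus be that between pools of wells. The number of samples and arrays limits the precision, and a test with 200 simulated changes at day 8 gave 87 calls, 83 of them true. In that simulation 29.9% of 2-fold and 86.4% of 4-fold changes were found. In the data 5948 probes were called at day 8, which makes the adjusted threshold less strict, so these shares may be too low there. No slide and no scan date holds both day 8 groups, so a slide or date effect on the day 8 comparison was removable only through the other groups.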

After hybridization, 2329 microarray probes (representing 2020 genes) showed differential gene expression in RA cells compared to no retinoic acid treated (noRA) cells (BH-corrected p<0.05, ANOVA-derived interaction between treatment and time in culture). 

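Genes for signaling proteins were among those with the smallest adjusted p for the interaction of treatment and time. RGS2, a regulator of G protein signaling, was higher in RA cells at day 8 with a log2 fold change of 3.87 (standard error 0.16, adjusted p = 4.0e-15), and its probe lies on chromosome 1 of hg18 from 191047674 to 191047733. The related RGS10 was lower, at -2.20 (standard error 0.11, adjusted p = 3.5e-14). ANGPTL4, a secreted inhibitor of lipoprotein lipase that also answers to low oxygen, was higher at 4.78 (adjusted p = 4.0e-15). SLCO4A1, an organic anion transporter, and GFRA3, the artemin co-receptor, were lower at -4.30 (adjusted p = 7.3e-15) and -4.52 (adjusted p = 7.9e-15). In limma, 2461 of 40682 probes, which represent 1833 named genes, passed the test of whether the difference between RA and noRA cells depended on the day (5 degrees of freedom). The adjusted p of the interaction was 5.5e-11 for RGS2, 4.4e-10 for RGS10 and 7.4e-10 for ANGPTL4. The count was 791 with the slide and 1067 with the scan date as a block, 3899 without the 6 RA samples of slide 1 and 3769 without RA day 2 replicate 1.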

The 50 most significantly regulated genes following RA treatment are listed in Table 1 (for all significantly regulated genes, see Table S2 in Tables S1). 

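Among the genes named by the largest changes at day 8, DKK2, a secreted modulator of Wnt signaling, was 66.6-fold higher in RA cells, and IGSF11, a cell adhesion molecule, was 47.1-fold higher. RGS13 had a signal well above background in no noRA sample and was at least 83.2-fold higher in RA cells. The predicted genes LOC120376 and C4orf6 were at least 46.0-fold and 16.2-fold higher. NPY, which encodes neuropeptide Y, was lower with a fold change of 0.0463, from 13.61 ± 0.24 (SD, n = 3) on the log2 scale in noRA cells to 9.18 ± 0.15 (SD, n = 3) in RA cells. DLK1, a non-canonical ligand of NOTCH receptors, was lower at 0.0482, CHRM2, a muscarinic acetylcholine receptor, at 0.0517 and SLITRK6 at 0.0533. CHST15, a sulfotransferase, was at least 12.3-fold lower. The adjusted p of these genes from limma was between 3.8e-14 and 2.5e-07. Other probes gave a fold change of 23.1 (adjusted p = 1.1e-07) for DKK2, 3.43 (adjusted p = 0.11) for IGSF11 and 1.09 (adjusted p = 0.96) for CHRM2. NPY lies on chromosome 7 of hg18 from 24297809 to 24297868. By any probe, 4110 named genes passed the threshold at day 8. By their brightest probe, 3449 genes passed it with all 3 values of one group above the 3 of the other. These 3449 were also well above background in all samples of the brighter group, 1999 of them higher and 1450 lower in RA cells. They were selected for a difference on the same samples, so this order is no further evidence. Of 43 genes of Table 1 measured by a named probe, 42 had the paper's direction at day 8, 43 from day 1 to day 8 in RA cells and 40 in noRA cells. Table 1 was chosen on these samples, so these counts are no independent evidence.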

Real time quantitative PCR (qPCR) was used to validate the significant changes in expression of 10 selected genes as identified by microarray analysis (Table S1 in Tables S1, including sequences of used primers). Gene expression levels as measured by microarray and qPCR were highly correlated (see Table S1 in Tables S1 for correlation coefficient values).

**Table 1:** List of the 50 most significantly regulated genes in RA treated SH-SY5Y cells compared to noRA cells as identified by microarray analysis.

SystematicName	GeneName	Description	P.Value	Fold changes			Cluster
				RA D8/D1	noRA D8/D1	D8 RA/noRA	
NM_002923	RGS2	Homo sapiens regulator of G-protein signalling 2, 24 kDa	1.10E-09	12.43	0.98	13.90	4
NM_017414	USP18	Homo sapiens ubiquitin specific peptidase 18	1.10E-09	0.42	4.00	0.13	13
NM_152654	DAND5	Homo sapiens DAN domain family, member 5	1.10E-09	0.14	2.67	0.04	13
NM_001005339	RGS10	Homo sapiens regulator of G-protein signalling 10, transcript variant 1	3.73E-09	0.19	0.89	0.23	13
NM_001496	GFRA3	Homo sapiens GDNF family receptor alpha 3	3.73E-09	0.26	3.89	0.05	13
NM_001008540	CXCR4	Homo sapiens chemokine (C-X-C motif) receptor 4, transcript variant 1	6.13E-08	0.19	0.74	0.30	13
NM_139314	ANGPTL4	Homo sapiens angiopoietin-like 4, transcript variant 1	6.70E-09	4.57	0.18	24.65	16
NM_018712	ELMOD1	Homo sapiens ELMO/CED-12 domain containing 1	6.70E-09	22.20	0.99	19.34	3
NM_000599	IGFBP5	Homo sapiens insulin-like growth factor binding protein 5	9.92E-09	0.10	0.22	0.44	13
NM_033066	MPP4	Homo sapiens membrane protein, palmitoylated 4 (MAGUK p55 subfamily member 4)	1.24E-08	7.11	0.80	8.92	3
NM_002247	KCNMA1	Homo sapiens potassium large conductance calcium-activated channel, subfamily M, alpha member 1, transcript variant 2	1.24E-08	0.13	3.02	0.05	13
NM_005461	MAFB	Homo sapiens v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (avian)	1.24E-08	2.41	0.39	5.89	16
NM_002166	ID2	Homo sapiens inhibitor of DNA binding 2, dominant negative helix-loop-helix protein	2.24E-08	0.77	0.30	3.00	17
AF131762	AF131762	Homo sapiens clone 25218 mRNA sequence	2.33E-08	5.39	0.75	6.12	3
AK091547	LOC730125	Homo sapiens cDNA FLJ34228 fis, clone FCBBF3025417	2.33E-08	0.08	0.76	0.13	13
NM_152703	SAMD9L	Homo sapiens sterile alpha motif domain containing 9-like	2.49E-08	5.26	0.55	7.06	4
AK125162	AK125162	Homo sapiens cDNA FLJ43172 fis, clone FCBBF3007242	2.60E-08	0.08	0.52	0.18	5
NM_001419	ELAVL1	Homo sapiens ELAV (embryonic lethal, abnormal vision, Drosophila)-like 1 (Hu antigen R)	3.21E-08	0.31	1.23	0.33	5
A_23_P170719	A_23_P170719	Unknown	3.21E-08	4.25	0.31	13.74	16
NM_000905	NPY	Homo sapiens neuropeptide Y (NPY)	3.21E-08	0.03	0.69	0.05	5
NM_002849	PTPRR	Homo sapiens protein tyrosine phosphatase, receptor type, R, transcript variant 1	3.66E-08	2.12	0.85	2.93	14
THC2656519	THC2656519	Unknown	3.66E-08	0.20	0.94	0.27	13
CR618615	CR618615	full-length cDNA clone CL0BB018ZH05 of Neuroblastoma of Homo sapiens (human)	4.16E-08	0.12	0.82	0.15	5
NM_197966	BID	Homo sapiens BH3 interacting domain death agonist, transcript variant 1	4.49E-08	0.28	1.04	0.29	13
NM_007124	UTRN	Homo sapiens utrophin	4.92E-08	0.36	2.87	0.18	13
NM_016354	SLCO4A1	Homo sapiens solute carrier organic anion transporter family, member 4A1	4.99E-08	0.10	1.24	0.07	13
NM_006157	NELL1	Homo sapiens NEL-like 1 (chicken)	4.99E-08	0.22	5.58	0.05	13
NM_024817	THSD4	Homo sapiens thrombospondin, type I, domain containing 4	5.72E-08	15.75	0.80	19.77	3
NM_003713	PPAP2B	Homo sapiens phosphatidic acid phosphatase type 2B, transcript variant 1	5.72E-08	0.46	7.42	0.08	2
NM_003385	VSNL1	Homo sapiens visinin-like 1	6.08E-08	0.26	4.10	0.09	13
NM_018286	TMEM100	Homo sapiens transmembrane protein 100	6.85E-08	0.25	1.62	0.20	13
NM_004598	SPOCK1	Homo sapiens sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1	7.77E-08	0.53	8.70	0.07	2
BX648591	BX648591	Homo sapiens mRNA; cDNA DKFZp686G14198 (from clone DKFZp686G14198)	7.90E-08	0.29	1.32	0.25	5
NM_000507	FBP1	Homo sapiens fructose-1,6-bisphosphatase 1	9.46E-08	0.18	1.17	0.18	13
NM_001034852	SMOC1	Homo sapiens SPARC related modular calcium binding 1, transcript variant 1	1.00E-07	3.71	1.31	4.74	4
NM_004982	KCNJ8	Homo sapiens potassium inwardly-rectifying channel, subfamily J, member 8	1.08E-07	0.25	1.33	0.19	5
NM_015150	RFTN1	Homo sapiens raftlin, lipid raft linker 1	1.08E-07	0.46	3.74	0.13	11
NM_003068	SNAI2	Homo sapiens snail homolog 2 (Drosophila)	1.22E-07	2.20	0.32	7.42	16
NM_024645	ZMAT4	Homo sapiens zinc finger, matrin type 4	2.37E-07	0.66	0.67	1.28	11
NM_003836	DLK1	Homo sapiens delta-like 1 homolog (Drosophila), transcript variant 1	2.37E-07	0.07	1.43	0.05	13
NM_000087	CNGA1	Homo sapiens cyclic nucleotide gated channel alpha 1	2.37E-07	4.60	0.70	5.18	4
NM_001797	CDH11	Homo sapiens cadherin 11, type 2, OB-cadherin (osteoblast)	2.37E-07	1.48	0.86	2.01	18
ENST00000284894	NCAM2	Neural cell adhesion molecule 2 precursor (N-CAM 2)	2.37E-07	24.28	1.78	12.63	3
NM_000693	ALDH1A3	Homo sapiens aldehyde dehydrogenase 1 family, member A3	2.37E-07	0.14	1.23	0.14	13
THC2637644	THC2637644	Unknown	2.37E-07	0.16	0.55	0.31	13
NM_002615	SERPINF1	Homo sapiens serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 1	2.37E-07	0.27	0.94	0.26	13
NM_000845	GRM8	Homo sapiens glutamate receptor, metabotropic 8	2.37E-07	0.46	2.60	0.20	11
NM_145008	YPEL4	Homo sapiens yippee-like 4 (Drosophila)	2.37E-07	4.33	1.21	3.45	4
NM_078481	CD97	Homo sapiens CD97 molecule, transcript variant 1	2.37E-07	0.20	1.07	0.23	13
BC045679	LOC285878	Homo sapiens hypothetical protein LOC285878, mRNA (cDNA clone IMAGE:5299807)	2.37E-07	6.94	0.88	7.55	3

Gene expression fold changes are given for the comparison of RA treated cells on day 8 (D8) versus RA day 1 (D1), noRA D8 versus noRA D1 and RA D8 versus noRA D8. The last column indicates the cluster number to which that gene is assigned based on its expression profile (see Figure S2). CXCR4 and CR618615 were represented by more than one probe in the list and the corresponding p-values and fold changes were averaged. P-values are Benjamini-Hochberg corrected. The complete list of all significantly regulated genes can be found in Table S2 in Tables S1.

IPA confirmed that RA induces the retinoic acid receptor (RAR) signaling pathway, as the significantly regulated genes in RA cells are highly enriched for members of this pathway (p = 0.013) (Figure S2). For example, RAR-A and -B, which control all RA induced signaling, are highly upregulated following RA treatment (fold change D8 RA/noRA 2.79 and 23.45 respectively).

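RA cells had far more RNA for the enzymes that break down retinoids than noRA cells at day 8. CYP26A1 and CYP26B1, which hydroxylate RA, had log2 fold changes of 12.61 (standard error 1.45, adjusted p = 3.2e-07) and 12.92 (standard error 1.54, adjusted p = 5.8e-07), and DHRS3, which turns retinaldehyde back into retinol, one of 8.69 (standard error 0.99, adjusted p = 2.9e-07). ALDH1A3, an enzyme that makes RA, was lower at a fold change of 0.0792. CYP26A1 lies on chromosome 10 of hg18 from 94827003 to 94827062 and its log2 level was 16.09 ± 0.17 (SD, n = 3) in RA cells and 3.22 ± 1.01 (SD, n = 3) in noRA cells, with a signal well above background in 1 of 3 noRA samples. Of 19 measured genes of RA receptors and retinoid metabolism, listed before the data were examined, 8 were higher and 1 was lower in RA cells past the threshold (8 and 2 when adjusted over the list alone), and the median log2 change of the list was 0.51. The list was higher relative to other genes in limma's camera test (adjusted p = 0.009), with an adjusted p of 0.37 with an estimated correlation between the genes. The change from day 1 to day 8 was larger in RA than in noRA cells by a median of 0.62 over the list (adjusted p = 0.045 from camera, and 0.45 with an estimated correlation). RA cells already had high levels at day 1, where CYP26A1 was 11.94 ± 0.55 (SD, n = 3), and the probe of CYP26A1 did not pass the interaction test (adjusted p = 0.18). In noRA cells 2 libraries lay apart from their replicates in these genes: CYP26A1 was at 10.33 in the library labelled day 1 replicate 3 against 2.31 and 2.64 in the others of day 1, and at 2.74 in that labelled day 2 replicate 3 against 11.44 and 10.39 in the others of day 2. Of the 19 genes 6 were more than 2 higher in the first, with a median difference of 5.22, and all 6 were more than 2 lower in the second, with a median of -5.56. Comparisons that use noRA days 1 and 2 carry this spread. All groups share 1 estimate of the spread, so it also enters the standard errors and p-values of these genes at day 8.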

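The RNA of both receptors was higher in RA cells. RARB, a receptor gene that is itself a target of RA, was 38.8-fold higher, and RARA was 2.67-fold higher. The log2 level of RARB was 10.46 ± 0.14 (SD, n = 3) in RA cells and 5.05 ± 0.72 (SD, n = 3) in noRA cells, and its probe lies on chromosome 3 of hg18 from 25613626 to 25613685. RARA was 12.87 ± 0.02 (SD, n = 3) in RA cells and 11.36 ± 0.39 (SD, n = 3) in noRA cells, on chromosome 17 of hg18 from 35766454 to 35766513. These are log2 fold changes of 5.28 (standard error 1.00, adjusted p = 4.1e-04) for RARB and 1.42 (standard error 0.27, adjusted p = 3.5e-04) for RARA from limma. Another probe of RARA, dimmer than this one, gave a log2 fold change of -1.23. RARG and the 3 measured RXR genes, the other receptors of the pathway, did not pass the threshold. The adjusted p of the interaction was 0.018 for RARA and 0.075 for RARB, and RARB was also high in some noRA samples of days 1 and 2.

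**Figure D1:**
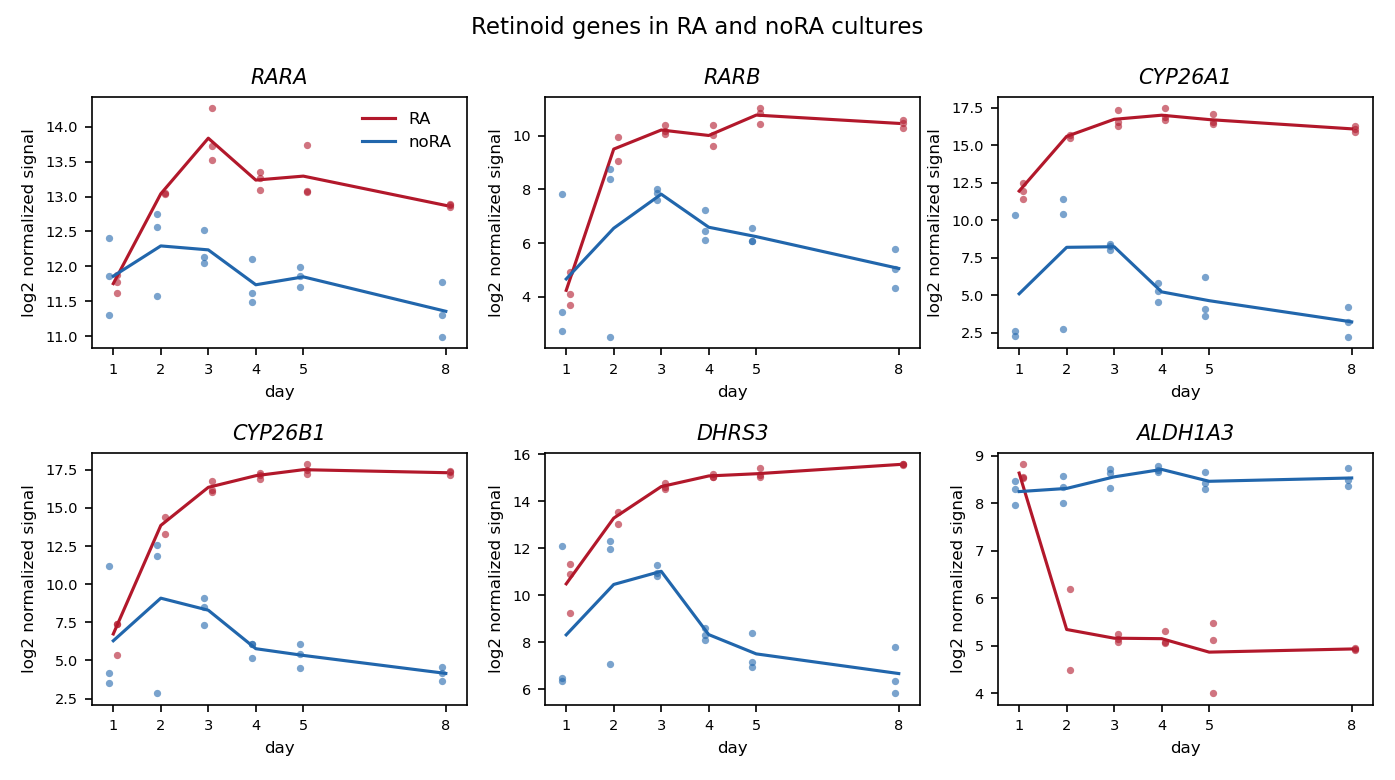
Log2 normalized signal (y axis) of RARA, RARB, CYP26A1, CYP26B1, DHRS3 and ALDH1A3 against the day of culture (x axis) in RA and noRA cells. Points are samples and lines join the group means. RARB in noRA cells lies at 7.83 in replicate 3 at day 1 and at 2.50 in replicate 3 at day 2, apart from the other replicates of those days.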

#### RA regulates cellular differentiation and proliferation

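The samples parted into RA cells from day 2 on and all other cells. On the 2461 probes past the interaction threshold, the upper 2 branches of a hierarchical tree (Euclidean distance, complete linkage) held the 14 RA samples of days 2 to 8 on one side and the 3 RA samples of day 1 with all 18 noRA samples on the other. All 35 samples lay on the side of their kind in this tree, in one with average linkage on 1 minus the correlation and in one from the authors' normalized values. With all 29999 probes well above background in at least 1 group, 23 samples did so. The upper 2 branches of that tree held 1 sample of RA day 2 with 1 of RA day 5, and the other 33 samples. That split thus did not part the samples by treatment. RA day 2 replicate 2 and RA day 5 replicate 2 share an array. Over all probes outside the retinoid list, RA day 5 replicate 2 had the largest mean distance to its own group (198.3). It also had the highest share of spots well above background (90.17%). The probes were chosen by a test of treatment and time on the same samples, so the tree is no test of its own. The mean distance between samples of 1 group was 21.1, and between RA and noRA cells it was 48.5 at day 2 and 83.1 at day 8. The genes behind the parting included BID, an apoptosis gene of the BCL2 family that was lower in RA cells at day 8 with a log2 fold change of -1.79 (standard error 0.13, adjusted p = 4.0e-11), and CXCR4, a chemokine receptor, lower at -1.70 (standard error 0.15, adjusted p = 2.7e-09), both past the interaction threshold. SNAI2, a transcription factor of the neural crest, was higher at 3.21 (standard error 0.19, adjusted p = 1.3e-12).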

Unsupervised hierarchical cluster analysis of the expression levels of all significant genes showed a clear distinction based on treatment condition and time in culture (Figure 2A). 

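At day 1 no probe differed between RA and noRA cells past the threshold in limma, and 1437 of 40682 had an unadjusted p below 0.05. From day 2 on RA cells differed in 1143 probes at day 2, 1894 at day 3, 2697 at day 4, 7976 at day 5 and 5948 at day 8. At day 8, 3255 probes were higher and 2693 lower in RA cells, and 2417 of them by over 2-fold. Of 3952 probes past the threshold at both days 5 and 8, 3947 had the same direction. MYC, the transcription factor that drives growth, was lower in RA cells at day 2 (-2.45, adjusted p = 1.4e-04), day 5 (-3.86, adjusted p = 2.0e-09) and day 8 (-3.93, adjusted p = 7.7e-10) on the log2 scale. VIM, the intermediate filament vimentin, was lower at day 8 at -3.46 (standard error 0.32, adjusted p = 7.6e-09). SMOC1, a secreted calcium-binding protein, was higher at day 3 (3.89, adjusted p = 1.8e-12) and day 8 (2.60, adjusted p = 3.1e-10).

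**Figure D2:**
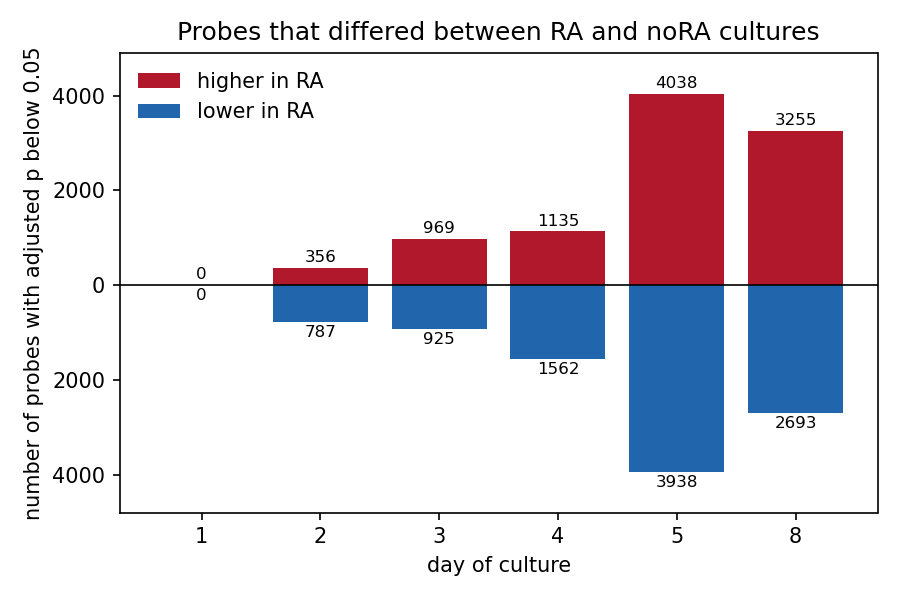
Number of probes with an adjusted p below 0.05 from limma (y axis) that were higher (above 0) or lower (below 0) in RA than in noRA cells, by day of culture (x axis). The bars grow from 0 probes at day 1 to 4038 higher and 3938 lower at day 5.

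Within 1 slide that holds both groups, the same direction was seen in 100.0% of the called probes at day 2, 99.8% at day 3 and 99.5% at day 5, where the samples are part of the comparison, and no slide or scan date holds both groups of day 4 or day 8. With the slide as a block the counts were 733 at day 2, 971 at day 3 and 1015 at day 4. At days 5 and 8 they were 4606 and 3592. Without the noRA libraries labelled day 1 replicate 3 and day 2 replicate 3 they were 14 at day 1 and 773 at day 2. The day 2 count was 681 without noRA day 2 replicate 3 and 2556 without RA day 5 replicate 2. The day 3 count was 974 without RA day 3 replicate 3, and the day 4 count 1558 without noRA day 4 replicate 3.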

Except for Day 1, the RA treatment induced a highly distinct gene expression program on which treatments can be separated. Additionally, in RA treated cells, we observed distinct expression differences between the early time points (days 3 and 4) and later time points (days 5 and 8), indicating that the time of culture played a role in RA induced expression changes. 

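In RA cells IGFBP7, a secreted binding protein of insulin-like growth factors, was higher at days 5 and 8 than at days 3 and 4 by a log2 change of 1.91 (standard error 0.16, adjusted p = 2.1e-08). PXDNL, a peroxidasin-like protein, was higher by 1.63 (standard error 0.28, adjusted p = 9.4e-04) and SAMD4A, a regulator of translation, by 1.72 (standard error 0.21, adjusted p = 1.0e-05). AQP1, a water channel, had a log2 change of -1.82 (standard error 0.37, adjusted p = 0.0062) and BAHCC1, a chromatin protein, one of -1.69 (standard error 0.11, adjusted p = 2.1e-10). IGFBP7 lies on chromosome 4 of hg18 from 57592180 to 57592239. In limma, 644 probes differed between the late and early days, 331 higher and 313 lower in the late days, and 142 of them by over 2-fold. The count was 1486 without the 6 RA samples of slide 1, 392 with the scan date as a block, 418 without RA day 3 replicate 2 and 379 without RA day 4 replicate 2.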

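Without RA, the cells of days 3 to 5 differed from those of days 1 and 2 in 2231 probes of 1641 named genes in limma, 1260 higher and 971 lower in the later days. The changes were small, with 299 of these probes changed by over 2-fold. Retinoid genes were among those that set the noRA samples of the first days apart from each other. CYP26B1 lay at a log2 level of 4.16 and 3.53 in replicates 1 and 2 and at 11.19 in the library labelled replicate 3 in the noRA cultures of day 1, and at 12.57 and 11.83 in replicates 1 and 2 and at 2.86 in the library labelled replicate 3 at day 2. The mean distance from noRA day 1 in the tree's probes was 27.0 for noRA day 2, 34.2 for day 3, 32.8 for day 4 and 33.8 for day 5, against at most 36.4 between 2 samples of any group. No branch of the upper 4 of the tree parted the noRA samples of days 1 and 2 from those of days 3 to 5. With the authors' normalized table they were parted, with the 6 samples of days 1 and 2 in a branch with RA day 1 and the 9 of days 3 to 5 in one with noRA day 8, and average linkage put 3 of the 6 with RA day 1 and the other 3 with the later days. The count was 1164 without noRA day 1 replicate 2, 1363 without noRA day 2 replicate 3, and 1426 with the slide as a block.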

To a lesser extent, time of culture also determined the gene expression profile of cells not treated with RA, with days 1 and 2 clustering together and days 3, 4 and 5 forming a distinct cluster. 

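In noRA cells CHRM3, a muscarinic acetylcholine receptor, rose from day 1 to day 8 by a log2 change of 3.80 (standard error 0.37, adjusted p = 1.1e-07) and DACH1, a transcription factor of development, by 3.18 (standard error 0.22, adjusted p = 1.9e-10). SGK1, a kinase that answers to serum and glucocorticoids, fell with a log2 change of -2.81 (standard error 0.20, adjusted p = 3.0e-10), and SAMD11 with one of -3.08 (standard error 0.30, adjusted p = 8.5e-08). Against days 3 to 5, 372 probes differed at day 8 in limma, 112 higher and 260 lower at day 8. The noRA samples of day 8 form a branch of their own among the upper 4 branches of the tree, at a mean distance of 42.1 from noRA day 1. With average linkage and with the authors' normalized table they share a branch with those of days 3 to 5, of 15 and 12 samples. The count of probes was 154 without noRA day 8 replicate 1, 152 without replicate 2 and 203 without replicate 3, 159 with the slide and 196 with the scan date as a block, and 560 without the libraries labelled noRA day 1 replicate 3 and noRA day 2 replicate 3.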

Day 8 stands separate. 

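RA cells changed more from day 1 to day 8 than noRA cells, and some genes went opposite ways. NELL1, a secreted protein, fell in RA cells with a log2 change of -2.60 and rose in noRA cells by 2.55, a difference of -5.15 (standard error 0.36, adjusted p = 1.6e-10). PLPP3, a lipid phosphatase, fell with -1.27 and rose by 2.96, a difference of -4.24 (standard error 0.30, adjusted p = 2.0e-10). TFPI2, a protease inhibitor, fell in both, with a log2 change of -5.58 (standard error 0.30, adjusted p = 1.4e-13) in RA cells and -1.79 (standard error 0.28, adjusted p = 1.8e-04) in noRA cells. In limma, 8101 probes of 5396 genes changed from day 1 to day 8 in RA cells, 4085 up and 4016 down, and 1477 probes of 1080 genes in noRA cells, 640 up and 837 down. The difference between both changes passed the threshold for 2402 probes, 1275 with a more positive and 1127 with a more negative change in RA cells. Of the probes called in noRA cells, 100.0% had the same direction on the only slide that holds both days, whose 2 samples are part of the comparison. The noRA count was 705 with the slide as a block, 2657 without the libraries labelled noRA day 1 replicate 3 and noRA day 2 replicate 3, and 682 to 2361 without 1 sample, lowest without noRA day 1 replicate 2 and highest without noRA day 1 replicate 3.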

In general, gene expression changes are less pronounced during time in culture in noRA cells as compared to RA treated cells.

**Figure 2:**
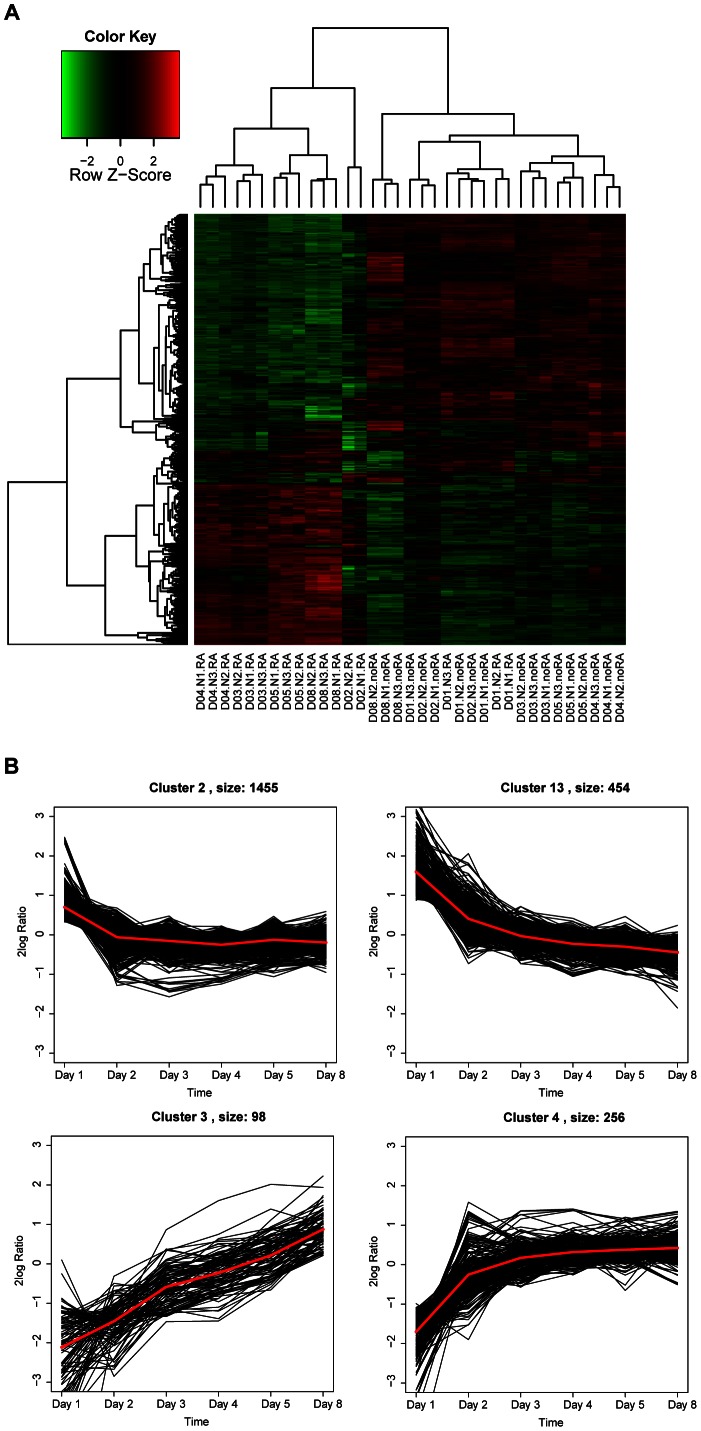
Regulation of gene expression in RA treated cells. **A.** Heat-map of all significantly regulated genes indicates that differences in gene expression can be used to separate both treatment condition and time in culture. Day of culture, the biological replicate, and the culture conditions are indicated on the X-axis. On the Y-axis each row represents one gene. Green indicates downregulation, and red indicates. **B.** The 4 clusters with the most distinct pattern of gene regulation in time in RA treated cells (for all clusters, see Figure S3). Each line represents one gene. The red line represents the average pattern of expression of all genes in the cluster. Clusters sizes are indicated next to the cluster numbers.

We also performed a gene expression cluster analysis of the temporal patterns that emerged over time of culturing for all detectable genes in RA treated cells. Four clusters (Figure 2B; clusters 2, 13, 3 and 4) out of a total of 20 clusters (Figure S3) showed a clear directional pattern of expression, with genes in clusters 2 and 13 downregulated over time and genes in clusters 3 and 4 upregulated over time. 

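In RA cells 1924 of 29477 detectable probes fell, and 2056 rose, by over 1 on the log2 scale from day 1 to day 8. Fuzzy c-means with 20 centres gave 2 groups whose centre fell by over 1, with 268 and 1018 probes, and 3 whose centre rose by over 1, with 1069, 543 and 135 probes. COL1A2, a collagen chain, belonged to the falling group of 268 probes and fell at least 10.8-fold (adjusted p = 3.5e-13), and ERICH3 belonged to it too and fell at least 8.84-fold (adjusted p = 7.4e-12). VAV3, a signaling protein of the cytoskeleton, belonged to the rising group of 543 probes and rose by 2.45 (standard error 0.17, adjusted p = 1.9e-11), and ELMOD1, a regulator of small GTPases, to the group of 135 probes, with a rise of 5.15 (standard error 0.26, adjusted p = 6.2e-14). ELMOD1 lies on chromosome 11 of hg18 from 107042522 to 107042581. The centre of the steepest falling group changed by -2.97 and that of the steepest rising group by 3.88. The grouping has no test, and the adjusted p of the genes comes from limma on the same samples. With the authors' normalized values, 494 probes lay in rising groups and 1451 in falling groups, against 1747 and 1286 here. With these values 1265 of 29459 probes fell and 1323 rose by over 1.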

Gene Ontology analysis (GOstat) and IPA were performed to determine which biological processes are overrepresented in these temporal clusters (Table S3 in Tables S1). These biological processes can be grouped into five functional categories: development, cellular development, neuronal function, proliferation and cell death.

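Among HOX genes, the transcription factors of body axis patterning, HOXD1 rose in RA cells from day 1 to day 8 by a log2 change of 3.18 (standard error 0.52, adjusted p = 4.4e-05), HOXD8 by 2.93 (adjusted p = 2.8e-05) and HOXD9 by 2.45 (adjusted p = 4.9e-06), and HOXA5 fell, with no signal well above background at day 8. Of 39 HOX genes 7 rose and 1 fell (camera adjusted p = 0.075). For neuronal and synaptic genes, 13 of 32 rose and 6 fell, with a median log2 change of 0.41 (camera adjusted p = 0.048, and 0.2 with an estimated correlation). DCX, a microtubule protein of young neurons, rose by 1.55 (adjusted p = 2.2e-05), and CNTN1, an adhesion molecule of axons, fell at least 3.40-fold (adjusted p = 7.7e-04). Of 19 ID, HES and Notch genes 2 rose and 8 fell (adjusted p = 0.11), with HES1 at 2.34 (adjusted p = 1.9e-07) and HES5 at -1.82 (adjusted p = 1.0e-04). Among 36 cell cycle genes 5 rose, such as CENPA at 0.99 (adjusted p = 0.0065), and 9 fell, such as RRM2, which supplies nucleotides for DNA synthesis, at -1.46 (adjusted p = 4.3e-05) (list adjusted p = 0.41). Of 16 genes of the BCL2 family, which control apoptosis, 4 rose and 2 fell (adjusted p = 0.82), with BMF at 0.98 (adjusted p = 0.0047). The call of the neuronal list was lost with the slide as a block (adjusted p = 0.081), the scan date as a block (0.068) and the dye as a covariate (0.056).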

#### RA induces the expression of transcription factors that regulate neuronal differentiation

To investigate the molecular mechanisms by which RA alters cellular development, we examined the effects of RA on the expression of transcription factors (TFs). We identified 103 significantly regulated TFs in RA-treated cells. 

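Of the 103 transcription factors of Table S4, 96 were measured by a named probe, and 42 of these were higher and 30 lower in RA cells at day 8. NFE2L3, a factor of the NRF family, was lower with a log2 fold change of -1.64 (standard error 0.16, adjusted p = 1.8e-08), and ID2, an inhibitor of helix-loop-helix factors, was higher at 1.64 (standard error 0.13, adjusted p = 2.5e-10). KLF12, a zinc finger repressor, was higher at 1.41 (standard error 0.19, adjusted p = 4.2e-06). ZMAT4, a zinc finger protein, was at 0.30 (standard error 0.12, adjusted p = 0.11). NFE2L3 lies on chromosome 7 of hg18 from 26192222 to 26192281. Of these factors, 72 passed the interaction test in limma, 24 did not pass the test at day 8, and 92 had the direction of Table S4. The table was chosen on these samples, so its direction has no independent evidence here.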

Using gene function references derived from the NCBI Gene and IPA databases, we aimed at uncovering the biological function of each TF (Table S4 in Tables S1). We found 74 TFs with known functions. Out of these 74 TFs, 20 regulate cellular development and differentiation. Most of these were positive regulators of differentiation, and three are both positive and negative regulators of cellular differentiation i.e. ID1 (RA/noRA 2.79), SP1 (RA/noRA 1.45) and ZNF521 (RA/noRA 3.39). 

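ID1 and ZNF521 were higher in RA cells, and SP1 was higher by less. ID1, which holds helix-loop-helix factors inactive, was 2.86-fold higher at day 8 with a log2 fold change of 1.51 (standard error 0.19, adjusted p = 1.4e-06), on chromosome 20 of hg18 from 29657819 to 29657878. Its RNA fell from day 1 to day 8 in both cultures, with a log2 change of -1.47 (standard error 0.19, adjusted p = 1.9e-06) in RA cells and -2.80 (standard error 0.18, adjusted p = 8.7e-11) in noRA cells, and the fall was smaller in RA cells (difference 1.34, adjusted p = 0.0015). ZNF521, a zinc finger factor of progenitor cells, was 3.70-fold higher, at 1.89 (standard error 0.17, adjusted p = 3.5e-09). SP1, a widely expressed activator, was 1.54-fold higher at 0.63 (standard error 0.21, adjusted p = 0.038). All p-values are from limma.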

At day 8, 13 pro-differentiation TFs were upregulated in RA treated cells as compared to untreated cells. 

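KLF13, a zinc finger factor, was higher in RA cells at day 8, with a fold change of 1.67. Its log2 fold change was 0.74 (standard error 0.15, adjusted p = 9.4e-04). KLF13 lies on chromosome 15 of hg18 from 29457200 to 29457259 and had a log2 level of 13.62 ± 0.03 (SD, n = 3) in RA cells and 12.86 ± 0.18 (SD, n = 3) in noRA cells. NR4A3, an orphan nuclear receptor, had a fold change of 1.56 and did not pass the threshold (0.64, standard error 0.25, adjusted p = 0.092). Of 16 measured factors of Table S4 whose role text holds the word differentiation, 9 were higher, 2 lower and 5 not past the threshold of limma at day 8. These factors were chosen by the study on these samples and are not independent evidence of a direction.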

Examples of upregulated pro-differentiation TFs include ALX3 (fold change RA/noRA 1.42), KLF13 (RA/noRA 2.43) and NR4A3 (RA/noRA1.6). In contrast, only 4 pro-differentiation TFs are downregulated in RA treated cells, i.e. ELF4 (RA/noRA 0.25), SIX6 (RA/noRA 0.41), E2F5 (RA/noRA 0.42) and RUNX1 (RA/noRA 0.45).

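ELF4, SIX6 and E2F5 were lower in RA cells at day 8. ELF4, an ETS factor, had a fold change of 0.224 (log2 -2.16, standard error 0.17, adjusted p = 2.5e-10), SIX6, a homeobox factor of eye development, one of 0.375 (log2 -1.42, standard error 0.14, adjusted p = 3.1e-08) and E2F5, a repressor of the cell cycle, one of 0.421 (log2 -1.25, standard error 0.19, adjusted p = 2.1e-05). ELF4 lies on chromosome X of hg18 from 129026586 to 129026645, at a log2 level of 7.93 ± 0.14 (SD, n = 3) in RA cells and 10.04 ± 0.10 (SD, n = 3) in noRA cells. RUNX1, a factor of blood and neuron development, had a fold change of 0.355 and a log2 fold change of -1.50 (standard error 0.69, adjusted p = 0.16), which does not pass the threshold in limma, and its other probe, at -1.39 (adjusted p = 0.00082), passed.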

In addition to the predominant upregulation of TFs that promote general cellular differentiation, RA alters the expression of 13 TFs that are known to specifically stimulate neuronal development/differentiation and function. RA treatment increases the expression of 6 positive regulators of neuronal development and differentiation i.e. NCOA7 (RA/noRA 3.97), TLX2 (RA/noRA 2.79), ID3 (fold change RA/noRA 2.11), NFE2L2 (RA/noRA 1.68), ZNRF1 (RA/noRA 1.27) and HOXD10 (RA/noRA 3.30). Moreover, 4 negative regulators of neuronal differentiation and function are downregulated after RA treatment i.e. TFAP2B (RA/noRA 0.37), ISL1 (RA/noRA 0.56), SIX3 (RA/noRA 0.41) and ATF5 (RA/noRA 0.55). 

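NCOA7, TLX2, ID3, NFE2L2 and HOXD10 were higher in RA cells at day 8. NCOA7, a coactivator of nuclear receptors, was 4.18-fold higher (log2 2.06, standard error 0.17, adjusted p = 4.1e-10), and TLX2, a homeobox factor of neural crest derivatives, 3.19-fold (log2 1.68, standard error 0.24, adjusted p = 1.3e-05). HOXD10 was 4.02-fold higher (2.01, adjusted p = 6.7e-04), ID3 2.15-fold (1.1, adjusted p = 7.5e-06) and NFE2L2, which switches on antioxidant genes, 1.76-fold (0.82, adjusted p = 4.0e-05), with log2 fold changes in parentheses. ZNRF1, a ubiquitin ligase, had a fold change of 1.17, at 0.23 (standard error 0.16, adjusted p = 0.43) on the log2 scale, and did not pass the threshold of limma, while 1 of its 3 other probes did, at 0.4 (adjusted p = 0.0044). NCOA7 lies on chromosome 6 of hg18 from 126293572 to 126293631, and 2 other probes of it gave log2 fold changes of 2.16 and 1.34. Another probe of TLX2 gave -1.06 and another of NFE2L2 gave -0.29.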

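TFAP2B, ISL1, SIX3 and ATF5 were lower in RA cells at day 8. TFAP2B, a factor of sympathetic neuron development, had a fold change of 0.367 (log2 -1.44, standard error 0.14, adjusted p = 1.4e-08), and ISL1, a LIM homeobox factor of sympathetic and motor neurons, one of 0.580 (log2 -0.79, standard error 0.19, adjusted p = 0.0057). SIX3, a homeobox factor of the forebrain, was at 0.427 (-1.23, adjusted p = 2.2e-05), and ATF5, a stress-responsive factor, at 0.489 (-1.03, adjusted p = 0.0027). ISL1 and TFAP2B rose in noRA cells from day 1 to day 8 (log2 change 0.94 (adjusted p = 0.0027) and 0.57 (adjusted p = 0.012)). TFAP2B lies on chromosome 6 of hg18 from 50919289 to 50919348, at a log2 level of 12.12 ± 0.09 (SD, n = 3) in RA cells and 13.54 ± 0.12 (SD, n = 3) in noRA cells. The p-values come from limma.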

Only one neuronal differentiation and neuronal survival promoting TF, MEF2C, is downregulated after RA treatment (RA/noRA 0.63).Two TFs that are responsible for neuronal differentiation are downregulated during the time of culture independently of RA treatment i.e. MSX2 (RA/noRA 0.92) and PHOX2B (RA/noRA 0.92).

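MSX2, a homeobox factor, fell from day 1 to day 8 in both cultures, with a log2 change of -2.57 (standard error 0.20, adjusted p = 3.4e-10) in RA cells and -2.26 (standard error 0.19, adjusted p = 8.3e-09) in noRA cells. At day 8 its RA/noRA fold change was 0.816 (adjusted p = 0.4). MEF2C, a MADS box factor of neurons and muscle, had a fold change of 0.559 at day 8 and did not pass the threshold (log2 -0.84, standard error 0.30, adjusted p = 0.056). In noRA cells MEF2C rose from day 1 to day 8 by 1.23 (standard error 0.28, adjusted p = 0.01). MSX2 and MEF2C passed limma's interaction test with adjusted p of 1.5e-05 and 0.038.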

We also observed RA-induced changes in the expression of TFs that are involved in regulating apoptosis and cell death. 4 pro-apoptotic TFs were upregulated and 3 were downregulated after RA treatment. Finally, 14 TFs involved in cellular proliferation were also changed after RA treatment. 6 pro-proliferation TFs were upregulated and 7 were downregulated. CGREF1, a negative regulator of proliferation, was also downregulated (RA/noRA 0.49). 

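CGREF1 RNA was lower in RA cells at day 8, at a fold change of 0.488. Its log2 level was 10.95 ± 0.06 (SD, n = 3) in RA cells and 11.98 ± 0.15 (SD, n = 3) in noRA cells, a log2 fold change of -1.04 (standard error 0.14, adjusted p = 6.0e-06) from limma, on chromosome 2 of hg18 from 27177467 to 27177526. It fell in RA cells from day 1 to day 8 with a log2 change of -1.56 (standard error 0.14, adjusted p = 5.9e-09), and in noRA cells the change was -0.41 (adjusted p = 0.11). Among 19 measured factors of Table S4 whose role text names proliferation, 9 were higher, 5 lower and 5 not past the threshold at day 8. Among 19 whose role text names apoptosis, 8 were higher, 5 lower and 6 not past it. A role text says that a factor bears on the process, not in which direction, and the study chose both lists on these samples.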

The functional implications of these expression changes of TFs involved in apoptosis and proliferation are not straightforward. The specific functions and differential expression patterns of all TFs mentioned above can be found in Table S4 in Tables S1.

Taken together, the TF expression profiles indicate that RA treated SH-SY5Y cells are in a pro-differentiation transcriptional state and, more specifically, a differentiation state towards a neuronal phenotype. Additionally, during differentiation specific changes in the expression of apoptotic and proliferative TFs are observed.

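Of 10 transcription factors that the paper names for differentiation in general, 5 were higher and 3 lower in RA cells at day 8 past limma's threshold (6 and 4 when adjusted over the list alone). Of 13 named for neuronal differentiation, 5 were higher and 4 lower (5 and 5 when adjusted over the list alone). Both lists were chosen by the study on these samples, so the counts are not independent evidence of a direction. Relative to all other genes neither list moved one way, with camera adjusted p of 0.8 and 0.8 and median log2 changes of 0.63 (mean -0.02, of the other sign) and 0.03, with members that went both ways. From the factors that promote differentiation and were higher and those that counter it and were lower, the paper concludes that RA cells are in a pro-differentiation transcriptional state, and more specifically in one towards a neuronal phenotype. It states that what follows from the factors of apoptosis and proliferation is not straightforward.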

### Retinoic Acid Treated SH-SY5Y Cells Show a DAergic-like Neurotransmitter Phenotype

#### Expression of early DAergic markers in SH-SY5Y cells

We were particularly interested in characterizing the putative DAergic cell phenotype of RA treated SH-SY5Y cells. To address this, we investigated the expression profiles of genes typically required for DAergic neuronal development *in vivo*. We discriminated between markers that are expressed either during early or late stages of DA cell development based on a study by Smidt and Burbach [50]. These authors discuss the specific cascades of molecular codes that regulate the generation of mesodiencephalic DAergic neurons in the developing mouse brain. During the early stage of DAergic neuron development two types of signals are required, i.e. external inductive signals such as growth factors present in the environment (such as FGF, TGF and WNT), and intrinsic TFs expressed by the cells themselves. 

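At day 8, most of the 26 early stage markers had a mean level at or below a log2 value of 7 in both cultures. In the authors' normalized values, 4 of 26 lay above it in RA cells and 6 in noRA cells. LMX1A, SHH and TLE4 were among those in RA cells, and in noRA cells FOXA2 and NEUROG2 lay above it too. TLE4, a corepressor, was at 11.22 ± 0.29 (SD, n = 3) in RA cells and 11.49 ± 0.05 (SD, n = 3) in noRA cells. By the scanner software's mark for a signal well above background in all 3 samples, 6 were detected in RA cells and 9 in noRA cells. The count was 7 and 9 at a threshold of 6, and 1 and 4 at 8.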

At 8 days in culture, the microarray analysis established that SH-SY5Y cells express 5 out of the 26 markers that have a role in the early stage of DAergic neuronal development (Figure 3). Two of these early stage markers were significantly downregulated after RA treatment (fold change on day 8 between RA and noRA: ASCL1 0.27 and NEUROG2 0.02), but overall RA treatment did not significantly affect the expression of these markers. In addition to the microarray data, we have confirmed the expression of these markers with qPCR (Table S1 in Tables S1). 

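NEUROG2, a proneural transcription factor, was lower in RA cells at day 8. NEUROG2 had a log2 level of 3.97 ± 0.90 (SD, n = 3) in RA cells and 10.94 ± 0.12 (SD, n = 3) in noRA cells, a fold change of 0.00833 and a log2 fold change of -6.91 (standard error 0.43, adjusted p = 4.3e-12), on chromosome 4 of hg18 from 113654471 to 113654530. It rose in noRA cells from day 1 to day 8 by 6.86 (standard error 0.41, adjusted p = 2.4e-11) on the log2 scale, while in RA cells it had a signal well above background in 0 of 3 samples at day 1 and 1 of 3 at day 8. Of the 26 markers 4 were lower and 1 was higher past the threshold of limma (4 and 1 when adjusted over the list alone), and the list did not move relative to other genes (camera adjusted p = 0.46, median log2 change 0.12, mean -0.33 and so of the other sign). Among those past it were GLI2, an effector of hedgehog signaling (at least 1.85-fold lower, adjusted p = 7.7e-04), WNT5A (-1.65, adjusted p = 0.036) and TGFB1 (1.11, adjusted p = 0.021), of which GLI2 was well above background in all noRA samples and no RA sample, and WNT5A and TGFB1 in 1 of 3 samples of each culture.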

We conclude that SH-SY5Y cells do not express early stage DAergic markers, irrespective of culture conditions.

**Figure 3:**
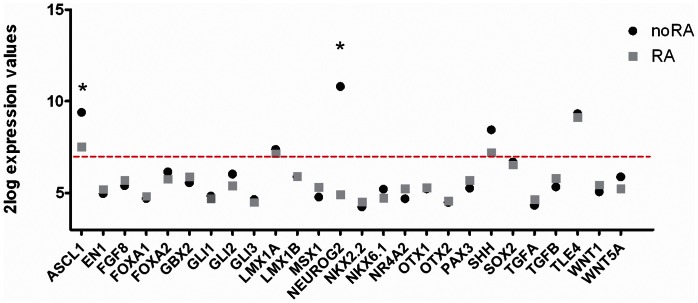
Expression of early stage dopaminergic markers. Based on Smidt and Burbach [50], expression of early stage DAergic markers in noRA (black circle) and RA (gray square) differentiated SH-SY5Y cells on culture day 8 as measured by microarray analysis. The red line represents the cutoff between detected gene expression (2log expression >7) and undetected gene expression (2log expression ≤7). Significantly regulated genes between the two conditions are marked with an ‘*’.

#### SH-SY5Y cells synthesize DA

Mature DAergic cells should produce DA and express molecules that are important for DA synthesis, transport and turnover. SH-SY5Y cells express all of the DA synthesizing enzymes and DA degrading enzymes as detected by micorarray analysis (Figure 4A) and by qPCR (Table S1 in Tables S1). 

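The RNA of TH and DDC, which make DA from tyrosine, of GCH1 and PTS, which make the cofactor of TH, and of MAOA and MAOB, which break DA down, lay above the paper's detection limit in both cultures at day 8. TH, the rate-limiting enzyme, had a mean log2 value of 10.10 ± 0.23 (SD, n = 3) in RA cells and 10.35 ± 0.62 (SD, n = 3) in noRA cells in the authors' normalized table, and GCH1 had one of 10.88 ± 0.49 (SD, n = 3) in RA cells and 11.04 ± 0.14 (SD, n = 3) in noRA cells. PTS was at 12.54 ± 0.22 (SD, n = 3) in RA cells and 12.66 ± 0.09 (SD, n = 3) in noRA cells and MAOB at 9.49 ± 0.34 (SD, n = 3) in RA cells and 9.12 ± 0.15 (SD, n = 3) in noRA cells. Of 9 genes 7 were detected in RA cells and in noRA cells, at thresholds of 6, 7 and 8 and by the scanner software's mark alike. TH lies on chromosome 11 of hg18 from 2148498 to 2148557.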

Although the vesicular monoamine transporter (VMAT2) was initially not detected by microarray analysis, qPCR confirmed its presence in RA-treated cells. However DAT is not detected in these cells, also not with qPCR. 

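SLC6A3, which encodes DAT, had a mean log2 value of 4.44 ± 0.21 (SD, n = 3) in RA cells and 4.11 ± 0.09 (SD, n = 3) in noRA cells in the authors' normalized table, below the detection limit. No day 8 sample had a signal well above background, so no fold change is given, and its probe lies on chromosome 5 of hg18 from 1446441 to 1446500. SLC18A2, which encodes VMAT2, was at 5.04 ± 0.35 (SD, n = 3) in RA cells and 5.05 ± 0.19 (SD, n = 3) in noRA cells, with a signal well above background in 0 of 3 RA samples and 1 of 3 noRA samples. The array could not show a difference in either gene, and limma gave an adjusted p of 0.83 for SLC6A3 and 0.77 for SLC18A2.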

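RA cells had less RNA of DDC, which turns DOPA into DA, and of MAOA, which breaks DA down, than noRA cells at day 8. DDC was at 12.69 ± 0.30 (SD, n = 3) in RA cells and 14.25 ± 0.30 (SD, n = 3) in noRA cells on the log2 scale, a fold change of 0.330 and a log2 fold change of -1.60 (standard error 0.17, adjusted p = 9.1e-08) in limma. MAOA was at 8.01 ± 0.08 (SD, n = 3) in RA cells and 8.91 ± 0.21 (SD, n = 3) in noRA cells, a fold change of 0.530 and a log2 fold change of -0.92 (standard error 0.12, adjusted p = 4.3e-06). DDC lies on chromosome 7 of hg18 from 50493664 to 50493723 and MAOA on chromosome X of hg18 from 43488621 to 43488680. DDC fell in RA cells from day 1 to day 8 with a log2 change of -1.94 (standard error 0.17, adjusted p = 2.9e-09), and noRA cells had one of -0.23 (adjusted p = 0.56). MAOA fell in RA cells with -0.68 (adjusted p = 1.9e-04) and had 0.24 (adjusted p = 0.32) in noRA cells.

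**Figure D3:**
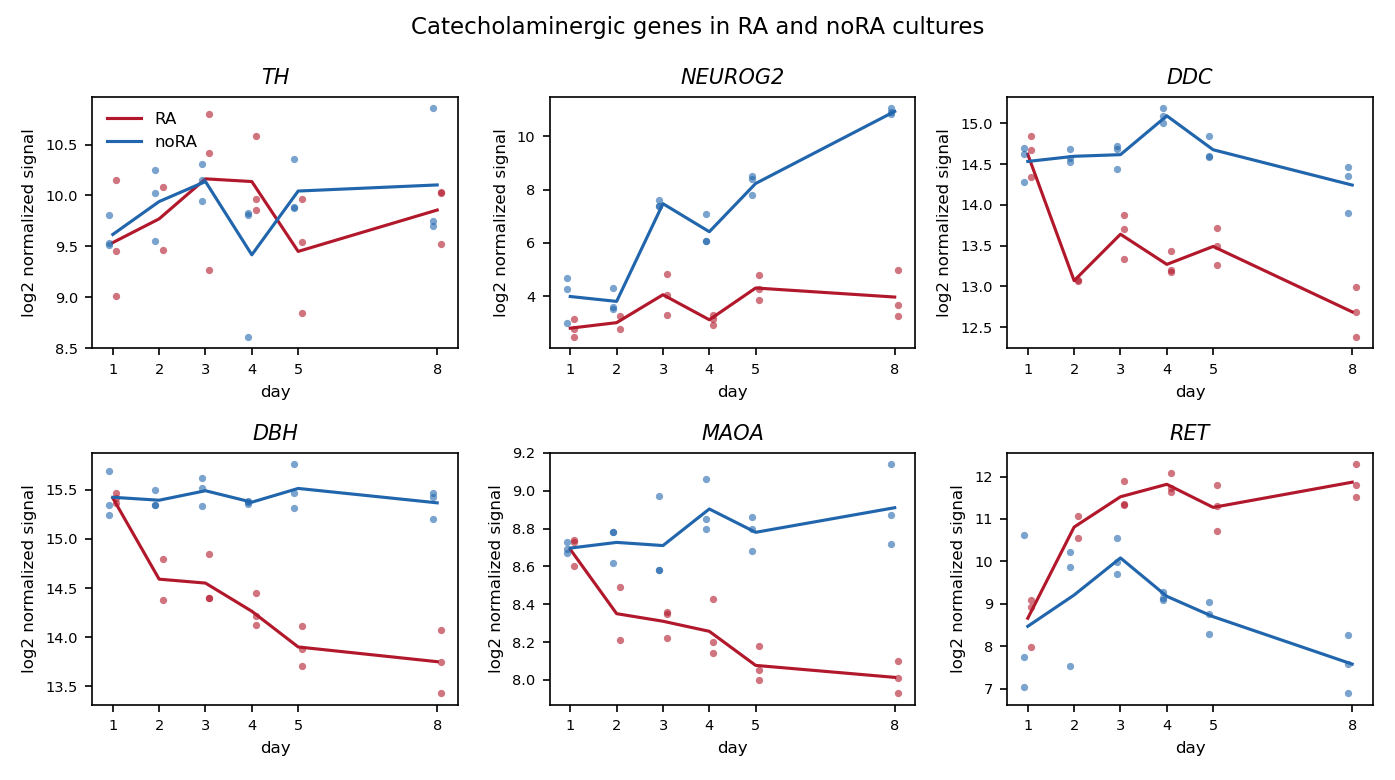
Log2 normalized signal (y axis) of TH, NEUROG2, DDC, DBH, MAOA and RET against the day of culture (x axis) in RA and noRA cells. Points are samples and lines join the group means. At day 8 the DDC mean is 12.69 in RA cells and 14.25 in noRA cells.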

Interestingly, the DA, serotonin and tryptamine synthesizing enzyme dopa decarboxylase (DDC) and dopamine breakdown enzyme MAO-A were both significantly downregulated by RA (RA/noRA fold change 0.30 and 0.55 respectively) (Figure 4A), but still highly expressed by these cells. 

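TH, GCH1, PTS, MAOB and SLC18A2 did not differ past the threshold between RA and noRA cells at day 8. The log2 fold changes in limma were -0.23 (standard error 0.37, adjusted p = 0.79) for TH, -0.18 (standard error 0.19, adjusted p = 0.65) for GCH1, -0.06 (standard error 0.12, adjusted p = 0.83) for PTS and 0.41 (standard error 0.23, adjusted p = 0.27) for MAOB. GCH1 rose from day 1 to day 8 in RA cells by 0.71 (adjusted p = 0.0086) and in noRA cells by 1.02 (adjusted p = 8.5e-04).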

We did not observe significant changes between RA and noRA cells in the expression levels of other DA synthesis and turnover markers such as COMT, GCH1, MAO-B, PTS, TH and SLC18A2 (VMAT2). In RA differentiated SH-SY5Y cells the expression of VMAT2 and TH, two genes with a central role in DA synthesis and transport, was confirmed at the protein level (Figure 4B). Thus, SH-SY5Y cells express all necessary molecules to produce DA, mostly independent of RA treatment.

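DDC and MAOA were among the genes of DA synthesis and turnover lower in RA cells at day 8, and none of the 9 genes was higher past the threshold of limma. The median log2 change of the 9 was -0.23, and relative to other genes the list did not pass camera's test (adjusted p = 0.089, and 0.21 with an estimated correlation). SLC18A2 and SLC6A3 were the 2 of 9 genes below the detection limit in both cultures.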

**Figure 4:**
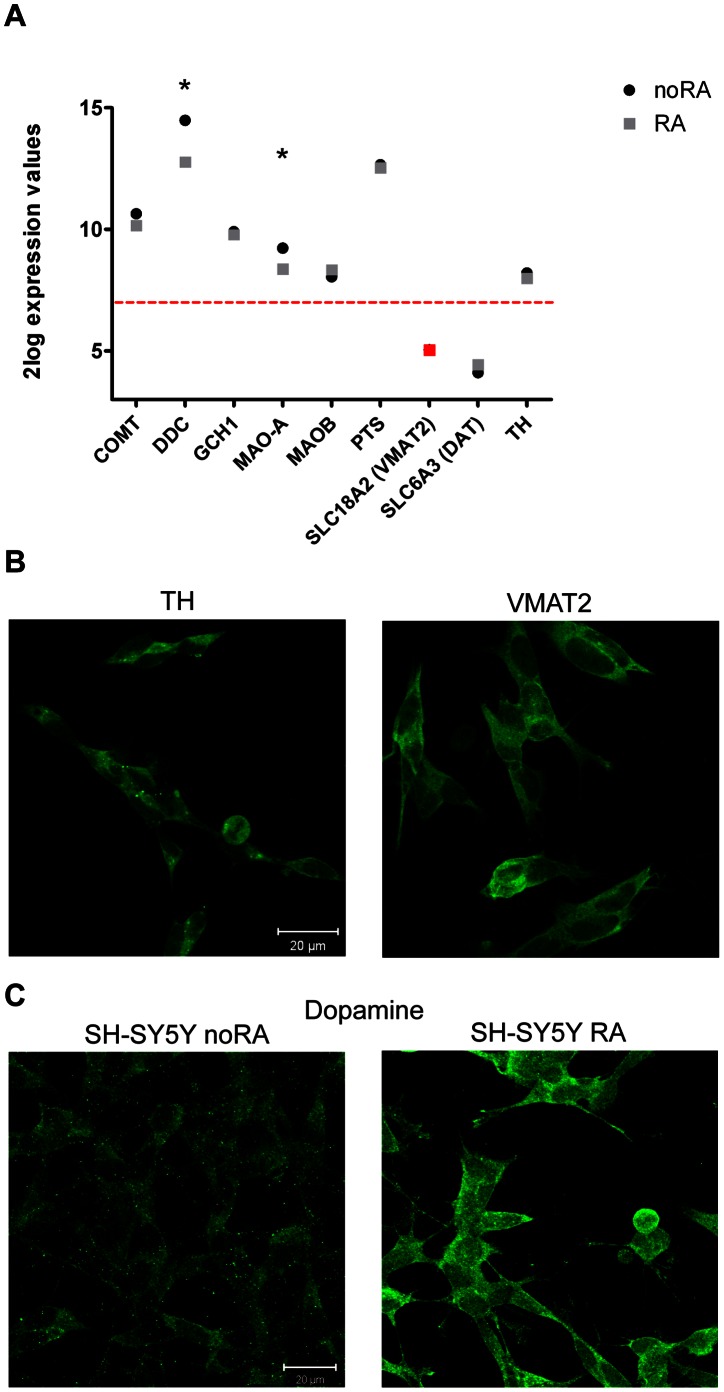
Expression of dopamine synthesis and turnover markers in noRA and RA differentiated SH-SY5Y cells at culture day 8. Selection of genes is based on NCBI Gene data base and IPA. **A.** Microarray expression values of these molecular markers are presented for the noRA (black circle) and RA (gray square) treated cells at D8. Red line characterizes the cut-off at 2log intensity of 7 demarcating expression versus no expression of the mRNA in these cells (equivalent to 2×background levels). SLC18A2 (VMAT2) was not detected on the microarray, but confirmed to be expressed by qPCR analysis (red marking). Significantly regulated genes between the two conditions are marked with an ‘*’. **B.** Immunocytochemistry of two dopamine synthesis and transport proteins TH and VMAT2 expressed by the RA treated cells at D8. **C.** Immunocytochemical detection of DA in noRA and RA SH-SY5Y cells. Images, taken with the same laser intensity, consist of a z-stack projection of the cell layer.

We then asked whether SH-SY5Y cells produce DA and whether DA levels are altered in RA-treated SH-SY5Y cells. Immunohistochemical analysis of DA content showed that both noRA and RA treated cells produce DA and that DA immunoreactivity was increased following RA treatment (Figure 4C). As shown before, both noRA and RA treated cells show similar expression levels of DA synthesizing enzymes, with the exception of DDC and MAO-A. The decrease in MAO-A levels may explain the higher DA levels in RA treated cells. Our data clearly show that RA differentiated SH-SY5Y cell synthesize and store DA, and thus have a DAergic-like phenotype.

#### Expression of mature DAergic markers and neurotransmitter receptors in SH-SY5Y cells

Mature DAergic neurons in the brain express specific mature DAergic markers as well as specific neurotransmitter receptors. We compiled a list of these mature DAergic markers and identified the specific neurotransmitter receptor subunits based on literature (Figure 5) [50]–[56], [57]. 

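Of the 29 selected markers and receptor genes, RET and the AMPA receptor gene GRIA2 were higher in RA cells at day 8, and no other passed the threshold of limma by its brightest probe. GRIA2 was 2.77-fold higher, with a log2 fold change of 1.47 (standard error 0.39, adjusted p = 0.01), on chromosome 4 of hg18 from 158504341 to 158504400. Among 5 mature markers 1 was higher, among 11 GABA receptor and chloride channel genes none differed, among 5 glutamate receptor genes 1 was higher and among 8 acetylcholine receptor genes none differed, and the counts were equal when adjusted over the list alone. Relative to other genes no list moved in camera's test, with adjusted p of 0.7, 0.75, 0.46 and 0.67 in that order. The median log2 changes were -0.07 (mean 0.86, of the other sign), -0.07, 0.69 and 0.23. From day 1 to day 8 in RA cells, CHRNA3 rose by 1.05 (standard error 0.25, adjusted p = 0.0032) and CHRNA7 by 0.94 (standard error 0.15, adjusted p = 2.8e-05), both subunits of nicotinic receptors.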

In general, there is no difference in expression of the selected markers and receptors between noRA and RA differentiated SH-SY5Y cells, with one expection. Receptor tyrosine kinase (RET), expressed in mature DAergic neurons *in vivo*, was highly upregulated after RA treatment (RA/noRA fold change 16.13). 

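RET, the receptor subunit for GDNF family ligands, was 18.1-fold higher in RA cells at day 8. Its log2 level was 11.87 ± 0.40 (SD, n = 3) in RA cells and 7.58 ± 0.68 (SD, n = 3) in noRA cells, a log2 fold change of 4.18 (standard error 0.58, adjusted p = 6.0e-06) in limma, and its probe lies on chromosome 10 of hg18 from 42937418 to 42939131. In RA cells RET rose from day 1 to day 8 by a log2 change of 3.17 (standard error 0.58, adjusted p = 1.8e-04), and in noRA cells the change was -0.80 (standard error 0.55, adjusted p = 0.53). The adjusted p of the interaction was 0.024. The noRA samples of the first days were not alike, with 10.63 in the library labelled replicate 3 at day 1 against 7.04 and 7.75 in the other replicates, and 7.53 in that labelled replicate 3 at day 2 against 10.23 and 9.87.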

SH-SY5Y cells further express 3 out of 5 mature DAergic markers, including DA receptor 2 (DRD2), irrespective of the culture conditions.

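In the authors' normalized table, 3 of 5 mature markers lay above the detection limit in RA cells and 3 in noRA cells at day 8. DRD2 was at 8.96 ± 0.54 (SD, n = 3) in RA cells and 9.39 ± 0.60 (SD, n = 3) in noRA cells, and PITX3, a transcription factor of midbrain DA neurons, at 7.42 ± 0.31 (SD, n = 3) in RA cells and 7.50 ± 0.32 (SD, n = 3) in noRA cells. The difference of DRD2 between both cultures was a log2 fold change of -0.42 (standard error 0.37, adjusted p = 0.55) and that of PITX3 -0.07 (standard error 0.23, adjusted p = 0.92), neither past the threshold of limma. ALDH1A1, an enzyme of midbrain DA neurons, was at 5.41 ± 1.15 (SD, n = 3) in RA cells and 4.77 ± 0.36 (SD, n = 3) in noRA cells, and FOXD2 at 6.35 ± 0.33 (SD, n = 3) in RA cells and 6.74 ± 0.16 (SD, n = 3) in noRA cells. DRD2 lies on chromosome 11 of hg18 from 112786752 to 112786811. Above a threshold of 8, 2 of the markers lay above it in RA cells and 1 in noRA cells.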

**Figure 5:**
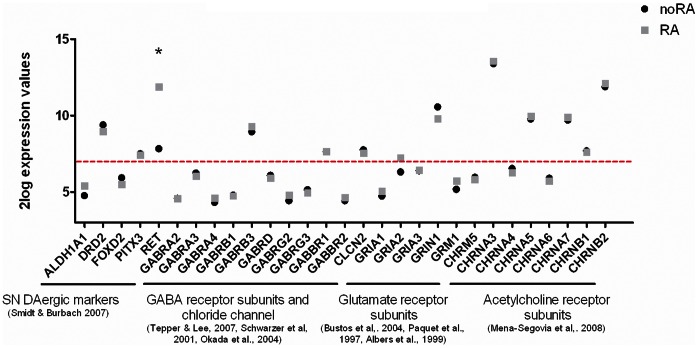
Expression of mature SN pars compacta DAergic neuron markers and neurotransmitter receptors. Gene levels are indicated in noRA (black circle) and RA (gray square) differentiated SH-SY5Y cells on culture day 8 as measured by microarray analysis. Graph shows expression of DAergic markers known to be expressed by mature SN DAergic neurons [50], and neurotransmitter receptors known to be expressed by SN DAergic neurons such as GABA receptor subunits and chloride chanels [51]–[53], glutamate receptor subunits [54]–[56] and nicotinic and muscaric acetylcholine receptor subunits [57]. Red line characterizes the cut-off at 2log intensity of 7 determining the expression and no expression of the mRNA in these cells (equivalent to 2×background levels). Significantly regulated genes between the two conditions are marked with an ‘*’.

With respect to other neurotransmitter receptors, both noRA and RA SH-SY5Y cells express 2 out of 10 GABA receptor subunits known to be expressed by SN DAergic neurons, i.e. GABA _A_ β-3 subunit (GABRB3) and GABA _B_ 1 subunit (GABBR1). 

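GABBR1, a subunit of the G protein coupled type of GABA receptor, had a mean log2 value of 7.64 ± 0.10 (SD, n = 3) in RA cells and 7.63 ± 0.09 (SD, n = 3) in noRA cells in the authors' normalized table at day 8. Its log2 fold change was -0.03 (standard error 0.27, adjusted p = 0.97) in limma. Of 10 GABA receptor genes 2 lay above the detection limit in RA cells and 2 in noRA cells. GABRA2, GABRA4, GABRB1 and GABBR2 had a signal well above background in no day 8 sample, so that no fold change is given for them. At a threshold of 6 the counts were 3 and 4, and at 8 1 and 1.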

Interestingly, GABA _B_ receptors are expressed by DAergic neurons *in vitro*, whereas their expression *in vivo* is controversial [51]–[53]. Additionally, SH-SY5Y cells express a SN pars compacta specific chloride channel, CLCN2, which is necessary for GABA neurotransmission, but not the SN pars reticulata potassium-chloride co-transporter KCC2 (SLC12A5, data not shown, [51]).

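CLCN2 had a mean log2 value of 7.57 ± 0.24 (SD, n = 3) in RA cells and 7.75 ± 0.30 (SD, n = 3) in noRA cells in the authors' normalized table at day 8, above the detection limit of 7 and below 8. Its log2 fold change was -0.24 (standard error 0.22, adjusted p = 0.56) in limma, on chromosome 3 of hg18 from 185547422 to 185547481. SLC12A5, which encodes KCC2, had a log2 level of 5.65 ± 0.37 (SD, n = 3) in RA cells and 4.33 ± 0.53 (SD, n = 3) in noRA cells in the quantile normalized signals, with a signal well above background in 3 of 3 RA samples and 1 of 3 noRA samples. From day 1 to day 8 SLC12A5 rose in RA cells by 2.13 (standard error 0.51, adjusted p = 0.0032), and at day 8 its log2 fold change between both cultures was 1.33 (standard error 0.51, adjusted p = 0.086).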

SH-SY5Y cells further express 2 out of the 5 glutamate receptor subunits known to be expressed by SN DAergic neurons i.e. AMPA selective glutamate receptor 2 subunit (GRIA2), and NMDA selective glutamate receptor 1 subunit (GRIN1) [54]–[56].

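GRIN1, the obligatory subunit of NMDA receptors, had a mean log2 value of 15.31 ± 0.29 (SD, n = 3) in RA cells and 16.01 ± 0.88 (SD, n = 2) in noRA cells in the authors' normalized table at day 8, and GRIA2, a subunit of AMPA receptors, one of 9.00 ± 0.17 (SD, n = 3) in RA cells and 7.81 ± 0.23 (SD, n = 3) in noRA cells. GRIA3 was at 7.15 ± 0.24 (SD, n = 3) in RA cells and 6.55 ± 0.06 (SD, n = 3) in noRA cells. Above the detection limit lay 3 of 5 glutamate receptor genes in RA cells and 2 in noRA cells, and 3 in each by the scanner software's mark. GRIN1 had a log2 fold change of -0.61 (standard error 0.50, adjusted p = 0.51) in limma, and GRIA1 a signal well above background in no day 8 sample. Of 2 other probes of GRIA3, one gave a log2 fold change of -0.83, past the threshold and opposite to 0.69 (adjusted p = 0.11) of its brightest probe. GRIN1 lies on chromosome 9 of hg18 from 139182955 to 139183014.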

Finally, both noRA and RA differentiated SH-SY5Y cells express 5 out of the 8 acetylcholine (ACh) receptor subunits known to be present in SN DAergic neurons. These include 3 out of the 5 subunits of nicotinic AChRα and 2 subunits of nicotinic AChRβ [57]. Muscarinic AChR5 showed either very low or no expression in SH-SY5Y cells.

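CHRNA3, CHRNA5 and CHRNA7, alpha subunits of nicotinic receptors, and CHRNB1 and CHRNB2, beta subunits, lay above the detection limit in both cultures at day 8. CHRNA3 had a mean log2 value of 13.57 ± 0.07 (SD, n = 3) in RA cells and 13.39 ± 0.07 (SD, n = 3) in noRA cells in the authors' normalized table, and CHRNB2 one of 12.11 ± 0.25 (SD, n = 3) in RA cells and 11.88 ± 0.06 (SD, n = 3) in noRA cells. These 5 of 8 genes in RA cells and 5 in noRA cells lay above thresholds of 7 and of 8. CHRM5, a muscarinic receptor, was at 5.83 ± 0.15 (SD, n = 3) in RA cells and 5.97 ± 0.14 (SD, n = 3) in noRA cells, with a signal well above background in 1 of 3 RA samples and 2 of 3 noRA samples. The largest log2 fold change of the 5 was 0.47 (standard error 0.21, adjusted p = 0.15), for CHRNB1, which did not pass the threshold of limma. CHRNA3 lies on chromosome 15 of hg18 from 76675897 to 76675956.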

In conclusion, SH-SY5Y cells express 45% of the known mature DAergic markers and neurotransmitter receptors characteristic for SN DAergic neurons. 

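Of the 29 markers and receptor genes, 14 (48.3%) lay above the detection limit in RA cells and 13 (44.8%) in noRA cells at day 8. GRIA3 passed the limit in RA cells and not in noRA cells. The 13 genes above it in both cultures included DRD2, PITX3, RET, GABBR1, CLCN2, GRIA2, GRIN1, CHRNA3, CHRNA5, CHRNA7, CHRNB1 and CHRNB2. By the scanner software's mark the counts were 16 and 18, at a threshold of 6 they were 17 and 18, and at 8 they were 10 and 8.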

The expression pattern of these genes is independent of RA treatment.

#### RA alters the expression of DA receptor signaling components

Complementary to the analysis of classical DAergic markers, IPA revealed that RA treatment had a significant effect on genes playing a role in the DA receptor signaling pathway (p = 2.11E-02). 

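NCS1, a calcium sensor, was lower in RA cells at day 8, and so were 4 of the other 8 genes that the paper names for DA receptor signaling. The log2 level of NCS1 was 10.88 ± 0.01 (SD, n = 3) in RA cells and 11.64 ± 0.19 (SD, n = 3) in noRA cells, a fold change of 0.575 and a log2 fold change of -0.80 (standard error 0.13, adjusted p = 8.4e-05) in limma, on chromosome 9 of hg18 from 132035613 to 132035672. Another probe of NCS1 gave a log2 fold change of -0.90. Of the 9 genes 4 were higher and 5 lower past the threshold (4 and 5 when adjusted over the list alone), and the list did not move one way relative to other genes (camera adjusted p = 0.86). The study named these genes from its results on these samples, so their counts are not independent evidence of a direction.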

The dopamine receptor inhibitor and desensitization protein NCS1 (also known as FREQ, fold change RA/noRA 0.62) was downregulated after RA treatment, providing a potential mechanism for enhanced DA signaling via the DRD2 receptor, which is expressed by SH-SY5Y cells (Figure 5). Indeed, RA decreases the expression levels of two adenylate cyclases that normally convert ATP to cAMP and are inhibited by DRD2 receptor activation (ADCY1 RA/noRA 0.61, ADCY7 RA/noRA 0.68). 

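ADCY1 and ADCY7 were lower in RA cells at day 8, with fold changes of 0.621 and 0.623. ADCY1, a calcium-stimulated cyclase of neurons, was at 10.25 ± 0.12 (SD, n = 3) in RA cells and 10.95 ± 0.15 (SD, n = 3) in noRA cells on the log2 scale, a log2 fold change of -0.69 (standard error 0.13, adjusted p = 4.4e-04). ADCY7 had a log2 fold change of -0.68 (standard error 0.17, adjusted p = 0.0062), and PRKAR1B, a regulatory subunit of the cAMP dependent kinase, one of -0.74 (standard error 0.17, adjusted p = 0.0032) and a fold change of 0.598. From day 1 to day 8 ADCY1 and ADCY7 fell in RA cells (-0.64 (adjusted p = 6.6e-04) and -1.03 (adjusted p = 6.1e-05)), and noRA cells had log2 changes of -0.07 (adjusted p = 0.88) and -0.09 (adjusted p = 0.88). Another probe of ADCY1 gave a log2 fold change of -0.11 at day 8. The p-values come from limma, and ADCY1 lies on chromosome 7 of hg18 from 45728853 to 45728910.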

The cAMP dependent protein kinase regulatory unit 1 is also downregulated in the RA treated cells (PRKAR1B RA/noRA0.69).

In contrast, several protein phosphatase 2 subunits (a downstream target of DRD/AC/cAMP/PKA signaling pathway), were upregulated in RA treated cells: PPP2R5A (RA/noRA 1.59), PPP2R2B (RA/noRA 2.0) and PPP2R5B (RA/noRA 1.92, Table S2 in Tables S1). 

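The phosphatase subunit genes PPP2R5A, PPP2R2B and PPP2R5B were higher in RA cells at day 8, with fold changes of 1.79, 2.08 and 1.98. Their log2 fold changes in limma were 0.84 (standard error 0.14, adjusted p = 1.2e-04), 1.06 (standard error 0.14, adjusted p = 2.0e-06) and 0.99 (standard error 0.17, adjusted p = 1.8e-04). PPP2R2B was at 10.21 ± 0.17 (SD, n = 3) in RA cells and 9.11 ± 0.04 (SD, n = 3) in noRA cells on the log2 scale, on chromosome 5 of hg18 from 145949365 to 145949424. Of the phosphatase 1 genes, PPP1R3C, which targets the enzyme to glycogen, was 2.59-fold higher (1.37, standard error 0.16, adjusted p = 6.3e-07), and PPP1R14A, an inhibitor of the enzyme, had a fold change of 0.294 (-1.77, standard error 0.27, adjusted p = 3.3e-05). In RA cells PPP2R5B rose from day 1 to day 8 by 1.20 (adjusted p = 1.0e-05) on the log2 scale, and in noRA cells the change was 0.02 (adjusted p = 0.98).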

Interestingly, the regulatory B’beta subunits (PPP2R2B and PPP2R5B) are known to be present in the DAergic neurons and dephosphorylate TH [58]. The expression of several protein phosphatase 1 subunits, also downstream targets of the DRD/AC/cAMP/PKA signaling pathway, was also altered after RA treatment (PPP1R3C RA/noRA 2.53 and PPP1R14A RA/noRA 0.35).

### Effects of RA Treatment on Neurotransmitter Phenotypes Other than DA in SH-SY5Y Cells

We then investigated the expression of non-DA neurotransmitter markers in RA differentiated SH-SY5Y cells. Based on reviews by Verney [59] and Ernsberger [60], combined with NCBI Gene database annotations, we compiled a list of key non-DA neurotransmitter markers that are required for successful neurotransmitter production and transport, including synthesizing enzymes, degrading enzymes and neurotransmitter transporters (Figure 6). RA treatment results in downregulation of DDC and DBH (70% and 72% reduction compared to noRA cells), involved in serotonin and noradrenaline synthesis respectively. 

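DBH, which turns DA into noradrenaline, was lower in RA cells at day 8, at a fold change of 0.314. Its log2 level was 13.75 ± 0.32 (SD, n = 3) in RA cells and 15.37 ± 0.15 (SD, n = 3) in noRA cells, a log2 fold change of -1.67 (standard error 0.17, adjusted p = 3.7e-08) in limma, and its probe lies on chromosome 9 of hg18 from 135513940 to 135513999. From day 1 to day 8 DBH fell in RA cells with a log2 change of -1.68 (standard error 0.17, adjusted p = 3.3e-08), and in noRA cells the change was -0.01 (standard error 0.16, adjusted p = 1), with a difference between both of -1.67 (adjusted p = 2.1e-05). SLC6A4, the serotonin transporter gene, had an adjusted p of 0.045, with a signal well above background in 0 of 3 RA samples and 1 of 3 noRA samples. Of the 20 genes of Fig. 6, 4 were lower and none was higher in RA cells (both as counted over all probes and when adjusted over the list alone), and the list did not move relative to other genes (camera adjusted p = 0.35).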

Other markers for histaminergic, cholinergic and glutaminergic neurotransmitter phenotypes are not altered in their expression after RA treatment. 

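CHAT and SLC18A3, which make and store acetylcholine, HNMT and AOC1, which break down histamine, and the GABA and glutamate genes of Fig. 6 did not differ past the threshold of limma between RA and noRA cells at day 8 by their brightest probes. CHAT had a log2 fold change of -0.55 (standard error 0.49, adjusted p = 0.55), SLC18A3 one of -0.11 (standard error 0.28, adjusted p = 0.88) and AOC1 one of -0.52 (standard error 0.26, adjusted p = 0.22). GLUL, glutamine synthetase, was at 0.24 (standard error 0.23, adjusted p = 0.58), and ABAT, which breaks down GABA, at -0.25 (standard error 0.21, adjusted p = 0.51), with another probe of ABAT lower at -0.86 (adjusted p = 0.01). SLC6A13, a GABA transporter, was at 0.93 (standard error 0.37, adjusted p = 0.092). GAD2, LGSN and SLC6A11 had a signal well above background in no day 8 sample, so the array could not show a difference for them. A change of 1.5-fold was found in 9.0% of simulated cases at this number of samples, with 200 probes changed. Far more probes were called in the data, so this share may be too low there.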

Serotonin production is probably inhibited by decreased expression of DDC, which, apart from DA production, is also involved in serotonin biosynthesis. Noradrenaline production may also be suppressed by decreased expression of DBH synthesizing enzyme, which we also validated on the protein level, where RA treated cells show a trend toward a significant 70% reduction of DBH protein levels (Figure 6C, p = 0.07). Most of the histamine, acetylcholine, and glutamate synthesis genes were undetectable in SH-SY5Y cells as measured by microarray, suggesting that these neurotransmitter phenotypes are not prominent in SH-SY5Y cells.

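Of the 20 genes of Fig. 6, 8 lay above the detection limit in RA cells and 8 in noRA cells at day 8, 7 of them in both. In RA cells they were MAOB, DDC, DBH, SLC6A2, SLC18A3, ABAT, GLUL and SLC6A13, and in noRA cells CHAT took the place of SLC6A13. SLC18A3 had a mean log2 value of 8.98 ± 0.13 (SD, n = 3) in RA cells and 9.05 ± 0.31 (SD, n = 3) in noRA cells in the authors' normalized table, GLUL one of 10.76 ± 0.30 (SD, n = 3) in RA cells and 10.50 ± 0.11 (SD, n = 3) in noRA cells and ABAT one of 12.19 ± 0.08 (SD, n = 3) in RA cells and 12.49 ± 0.08 (SD, n = 3) in noRA cells. CHAT was at 6.95 ± 0.26 (SD, n = 3) in RA cells and 7.55 ± 0.52 (SD, n = 3) in noRA cells and GAD1, which makes GABA, at 6.35 ± 0.28 (SD, n = 3) in RA cells and 6.48 ± 0.15 (SD, n = 3) in noRA cells. TPH1, the first enzyme of serotonin synthesis, was at 4.69 ± 0.33 (SD, n = 3) in RA cells and 4.65 ± 0.24 (SD, n = 3) in noRA cells, with a signal well above background in no day 8 sample. By the scanner software's mark 10 genes were detected in RA cells and 11 in noRA cells.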

**Figure 6:**
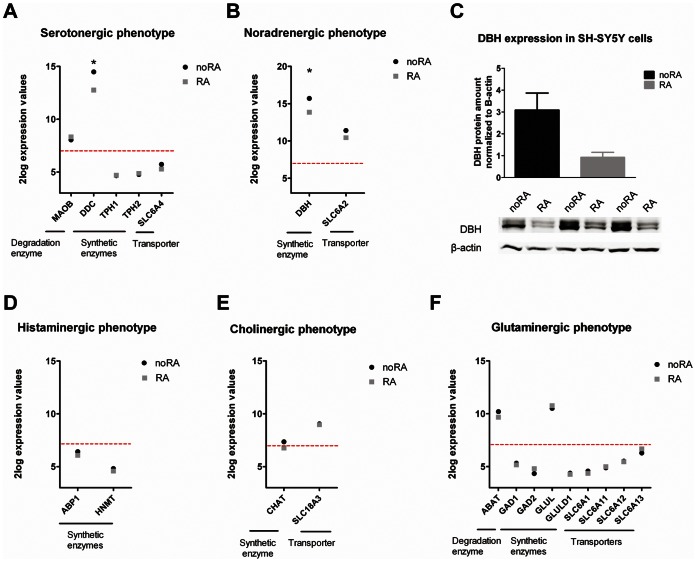
Expression of genes involved in five different neurotransmitter phenotypes. Genes involved in neurotransmitter phenotypes are indicated in undifferentiated (noRA) and RA differentiated (RA) SH-SY5Y cells for: serotonin (**A**), noradreneline (**B**), histamine (**D**), acetylcholine (**E**) and glutamate (**F**) phenotype. Genes below the red line are not expressed (microarray expression levels below 2×background). Significantly regulated genes between the two culture conditions are marked with an ‘*’. **C**. DBH protein expression was detected in three independent undifferentiated (noRA) and differentiated (RA) SH-SY5Y cell cultures by immunoblotting. Paired Student T-test showed a trend of decrease of DBH protein when normalized to the β-actin protein levels (p = 0.07).

### The Effects of MPP(+) Toxicity on SH-SY5Y Cells

MPP(+) uptake by neurons requires expression of either the DAT or the NAT [36]. We therefore measured DAT and NAT activity in SH-SY5Y cells by selectively blocking these transporters using vanoxerine (BBR-12909, a DAT inhibitor) or desipramine (DMI, a NAT inhibitor), and measuring DA uptake. Both compounds decreased DA uptake in a dose-dependent manner (Figure 7A), indicating that both transporters are expressed and could therefore mediate MPP(+) uptake. NAT activity was significantly higher than DAT activity, which is in line with the observed mRNA levels (see Figure 6B for NAT expression (SLC6A2) and Figure 4A for DAT expression (SLC6A3)).

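SLC6A2, which encodes NAT, had a mean log2 value of 11.33 ± 0.06 (SD, n = 3) in RA cells and 12.13 ± 0.13 (SD, n = 3) in noRA cells in the authors' normalized table at day 8, with a signal well above background in all 3 samples of each culture. SLC6A2 was lower in RA cells, at a fold change of 0.597 and a log2 fold change of -0.74 (standard error 0.20, adjusted p = 0.012) in limma, on chromosome 16 of hg18 from 54293885 to 54293944. SLC6A3, which encodes DAT, had no signal well above background in any sample of either culture. Signals of different probes depend on the probe as well as on the RNA, so no ratio of both transporters is given.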

**Figure 7:**
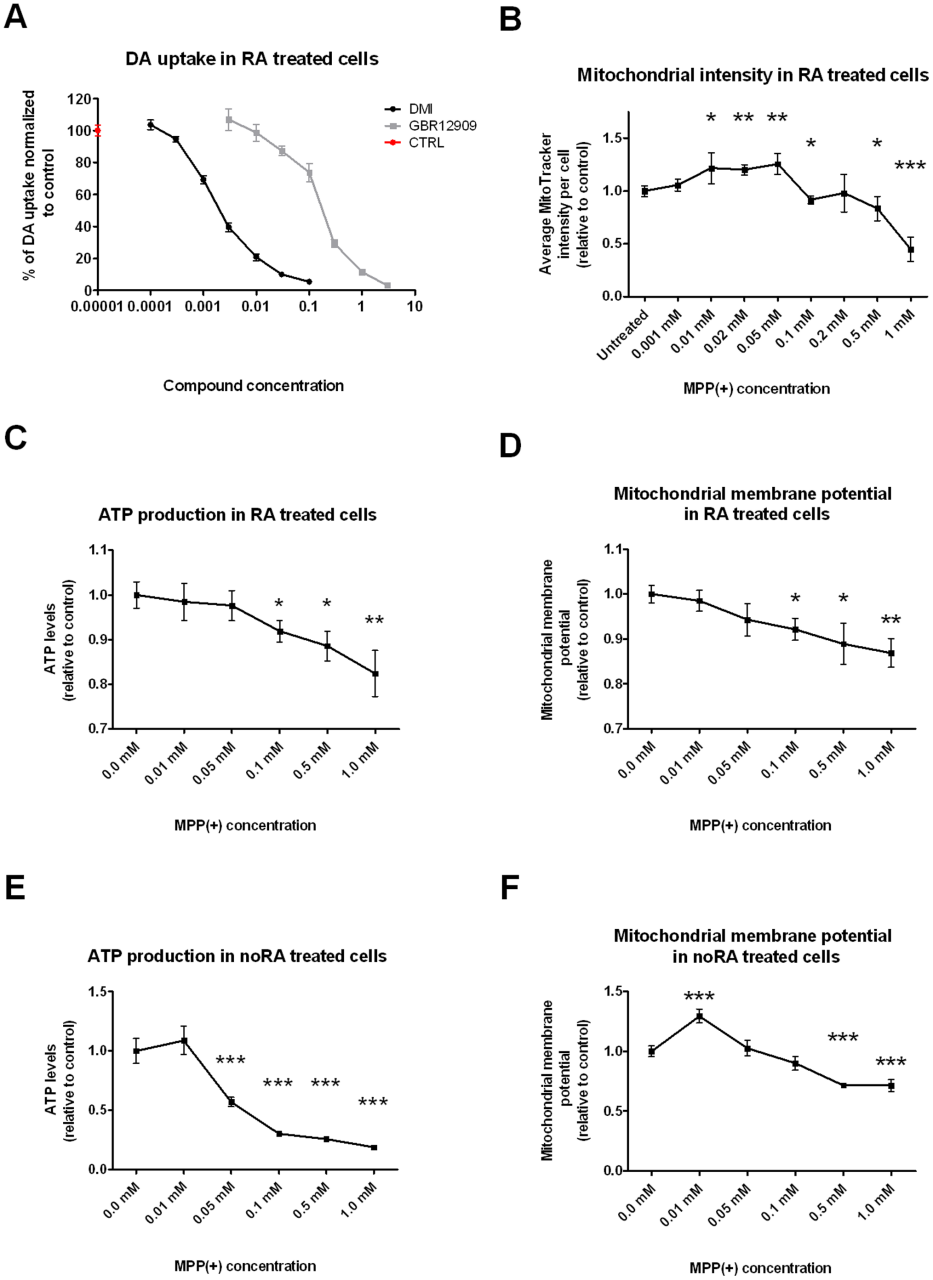
DAT and NAT activity and the effects of MPP(+) on mitochondrial activity in SH-SY5Y cells. **A.** Transport of radioactive DA in the presence of GBR12909 (selective DAT inhibitor) or DMI (selective NAT inhibitor) suggests that both of these transporter proteins are expressed and active in RA treated SH-SY5Y cells. **B.** Dose-response curve of MitoTracker intensity in RA differentiated SH-SY5Y cells treated with MPP(+). MitoTracker intensity was calculated by averaging the normalized mean cytoplasmic total intensity, mean cytoplasmic average intensity and mean cytoplasmic spot total intensity. Mitochondrial intensity is significantly increased in RA treated SH-SY5Y cells treated with 0.01 mM MPP(+) up to 0.05 mM, and significantly decreased in cells treated with 0.1 mM, 0.05 mM and 1 mM MPP(+). ATP levels were measured using Cellular ATP Kit HTS assay in RA (**C**) and noRA (**E**) treated SH-SY5Y cells treated with increasing MPP(+) concentrations. RA cells showed a significant decrease of ATP production starting from 0.1 mM MPP(+) treatment, whereas noRA cells showed a significant decrease in ATP production already at 0.05 mM MPP(+). Mitochondrial membrane potential was measured with TMRM assay in RA (**D**) and noRA (**E**) treated cells under different MPP(+) concentrations. RA cells showed a decrease in membrane potential at 0.1 mM up to 1 mM MPP(+), whereas noRA cells first showed an increase in membrane potential at 0.01 mM MPP(+) followed by a decrease at 0.5 and 1 mM MPP(+). All statistical analysis was performed using Student T-test (*p value <0.05, **p value <0.01, ***p value <0.001).

We then investigated whether MPP(+) could induce mitochondrial stress in RA differentiated SH-SY5Y cells by determining mitochondrial abundance (using MitoTracker intensity levels) and mitochondrial activity (by measuring ATP production levels and mitochondrial membrane potential) (Figure 7B, C and D). MitoTracker intensities were increased in MPP(+) doses from 0.01 mM to 0.05 mM in RA treated SH-SY5Y cells, whereas doses of 0.1 mM and above (except for 0.2 mM) decreased mitochondrial labeling in a dose-dependent manner when compared to MPP(+) untreated cells (Figure 7B). ATP production and mitochondrial membrane potential were also decreased in the RA treated SH-SY5Y cells at 0.1 mM MPP(+) (Figure 7C and D). Increased concentration of MPP(+) further decreased ATP production and mitochondrial membrane potential in a dose-dependent manner.

Finally, noRA cells were also sensitive to MPP(+) induced mitochondrial stress. They showed a much larger decrease in ATP production compared to RA cells with effects already seen at 0.05 mM of MPP(+). This ATP production was further impaired with increased MPP(+) concentrations (Figure 7E). Mitochondrial membrane potential on the other hand was only significantly decreased at 0.5 mM and 1 mM MPP(+) (Figure 7F).This indicates that mitochondria in noRA cells are also sensitive to the effects of MPP(+).

## Discussion

By combining genome-wide transcriptional profiling, gene ontology and IPA analysis of transcription factor expression and the expression of key markers associated with neurotransmitter phenotypes, we show that RA treatment of SH-SY5Y cells induces a differentiation program that promotes a general neuron-like state and predominant DAergic characteristics. MPP(+) treatment of RA differentiated SH-SY5Y cells decreases mitochondrial activity in a dose-dependent manner. This study thus extensively describes the molecular changes induced by RA treatment in SH-SY5Y cells and demonstrates that MPP(+) can be used to model PD-associated mitochondrial dysfunction *in vitro*.

### RA Treatment of SH-SY5Y Cells Initiates Transcriptional Changes that Promote a General Neuron-like Phenotype

RA is a key signaling molecule that has been shown to promote neuronal differentiation and to maintain a neuron phenotype through activation of retinoic acid receptors and their downstream targets [61]. Here, we provide an extensive characterization of the transcriptional events downstream of the RA signaling pathway in SH-SY5Y cells. GO analysis revealed that GO classes related to neuronal function were both enriched in the up- and downregulated gene clusters. However, a closer inspection of these data shows that the number of genes annotated with a neuronal function in the upregulated clusters (n = 115, or 35% of all upregulated genes) is much larger than the amount of neuronal genes in the downregulated clusters (71 genes, or 4% of all downregulated genes) (see Table S3 in Tables S1). 

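The paper's counts are of genes in clusters over time in RA cells, not of RA against noRA cells at day 8. From day 1 to day 8 in RA cells, the neuronal list here rose by a median log2 change of 0.41 (camera adjusted p = 0.048, and 0.2 with an estimated correlation). Between RA and noRA cells at day 8, neuronal genes went both ways. Of 32 neuronal and synaptic genes, 6 were higher and 5 lower in RA than in noRA cells (6 and 6 when adjusted over the list alone), with a median log2 change of 0.13. ELAVL4, an RNA-binding protein of neurons, was higher by a log2 fold change of 1.32 (standard error 0.19, adjusted p = 1.2e-05), and SCN3A, a sodium channel, by 1.07 (standard error 0.23, adjusted p = 0.0016). MAPT, the microtubule protein tau, was lower at -0.74 (standard error 0.18, adjusted p = 0.0053), GAP43, a growth cone protein, at -0.65 (standard error 0.19, adjusted p = 0.017) and CNTNAP2, an adhesion molecule of axons, at -1.61 (standard error 0.29, adjusted p = 2.4e-04). Relative to other genes the list did not move (camera adjusted p = 0.7). In noRA cells, 4 of the 32 rose and none fell from day 1 to day 8, and the list rose relative to other genes with a median of 0.19 (adjusted p = 0.015, and 0.063 with an estimated correlation). ANK3, a scaffold of the axon initial segment, was among them, with 1.19 (standard error 0.26, adjusted p = 0.0073). ELAVL4 lies on chromosome 1 of hg18 from 50441662 to 50441721, and the tests are from limma.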

Examples of upregulated genes important for neuronal differentiation include NCAM2 (12-fold upregulated on day 8), a cell adhesion molecule involved in neuronal compartmentalization [62], the BDNF receptor NTRK2 (27-fold higher on day 8), and NTNG2 (10-fold upregulated at day 8), a regulator of lamina-specific subdendritic compartmentalization [63]. Furthermore, several downregulated genes involved in neuronal function actually inhibit neuronal differentiation. 

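NTRK2, NCAM2 and NTNG2 were higher in RA cells at day 8. NTRK2 was 44.9-fold higher, with a log2 level of 10.78 ± 0.14 (SD, n = 3) in RA cells and 5.26 ± 0.35 (SD, n = 3) in noRA cells and a log2 fold change of 5.49 (standard error 0.72, adjusted p = 2.7e-06) in limma, on chromosome 9 of hg18 from 86615799 to 86615858. NCAM2 was 15.7-fold higher (3.97, standard error 0.32, adjusted p = 4.4e-10) and NTNG2 10.2-fold (3.35, standard error 0.25, adjusted p = 9.0e-11). NCAM2 rose from day 1 to day 8 in both cultures, by 5.44 (adjusted p = 1.0e-12) in RA cells and 1.35 (adjusted p = 0.0089) in noRA cells on the log2 scale, with a difference of 4.09 (adjusted p = 3.2e-07). Of 19 neurotrophic factor receptors and ligands 7 were higher and 2 lower in RA cells (7 and 2 when adjusted over the list alone), and the list did not pass camera's test (adjusted p = 0.39). ALK, a receptor often mutated in neuroblastoma, was higher at 1.29 (standard error 0.12, adjusted p = 8.9e-09). One other probe of NTRK2 gave a log2 fold change of 6.71 and another 0.62.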

Notable examples include MYCN, a positive regulator of S-phase reentry of neurons [64] and BMP7, a secreted signaling molecule that decreases neurogenesis of olfactory receptor neurons [65]. 

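BMP7, a secreted growth factor, was lower in RA cells at day 8, and MYCN, the oncogene of neuroblastoma, had a lower mean that did not pass the threshold by its brightest probe and passed by another. BMP7 was at 8.14 ± 0.32 (SD, n = 3) in RA cells and 11.11 ± 0.32 (SD, n = 3) in noRA cells on the log2 scale, a fold change of 0.119 and a log2 fold change of -3.07 (standard error 0.31, adjusted p = 3.3e-08) in limma, on chromosome 20 of hg18 from 55178962 to 55179021. The other 2 probes of BMP7 gave log2 fold changes of -2.0 and -2.78. It fell in RA cells from day 1 to day 8 with a log2 change of -1.43 (standard error 0.31, adjusted p = 0.0013) and rose in noRA cells by 1.43 (standard error 0.30, adjusted p = 0.004). MYCN was at 14.18 ± 1.17 (SD, n = 3) in RA cells and 15.97 ± 0.75 (SD, n = 3) in noRA cells, a fold change of 0.353 and a log2 fold change of -1.50 (standard error 0.74, adjusted p = 0.2). The other probe of MYCN gave a log2 fold change of -1.04 (adjusted p = 0.0023). Spots marked as saturated were kept here, while the paper's methods leave them out. The brightest probe of MYCN has a value in 50 of 51 alternative settings.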

We also observed a downregulation of ASCL1, a gene that directly controls successive steps of neurogenesis and promotes proliferation of neuronal progenitors [66], and has been reported to be downregulated in SH-SY5Y cells after RA treatment [31].

The shift towards neuronal differentiation, as indicated by GO analysis, is further supported by our TF analysis, which shows that out of the 13 regulated TFs with a function in neuronal differentiation, 6 positive regulators of neuronal differentiation are upregulated, whereas 4 out of 5 negative regulators of neuronal differentiation are downregulated. Thus, RA alters the expression of 10 out of 13 neuronal differentiation TFs in such a way that neuronal differentiation is promoted.

Finally, our gene expression data corroborate the RA-induced upregulation of multiple genes already known to play a crucial role in neuronal differentiation of SH-SY5Y cells. These include NRF2, a transcription factor regulating the endogenous antioxidant response and neuronal differentiation [67], integrin α1 and ß1, cell membrane receptors involved in cell adhesion and recognition [28], and the Rho GTPase RAC1, a neurite outgrowth initiator [29]. 

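The integrin genes ITGA1 and ITGB1 were higher in RA cells at day 8, with fold changes of 3.60 and 2.08. Their log2 fold changes were 1.85 (standard error 0.36, adjusted p = 5.4e-04) and 1.06 (standard error 0.18, adjusted p = 1.5e-04) in limma, and ITGB1 had 3 other probes with log2 fold changes of 0.87, 0.84 and 0.72. ITGA1 rose in RA cells from day 1 to day 8 by 2.99 (standard error 0.36, adjusted p = 5.9e-07) and lies on chromosome 5 of hg18 from 52276569 to 52278937. RAC1 had a fold change of 1.31 and a log2 fold change of 0.39 (standard error 0.19, adjusted p = 0.19), which does not pass the threshold. Of 15 targets of NRF2, the factor that NFE2L2 encodes, 4 were higher and 3 lower in RA cells at day 8 (6 and 6 when adjusted over the list alone), and the list did not move one way relative to other genes (camera adjusted p = 0.86). FTL, the ferritin light chain, was higher at 1.1 (standard error 0.16, adjusted p = 8.0e-06) and GCLM, an enzyme of glutathione synthesis, at 0.89 (standard error 0.17, adjusted p = 3.3e-04), while SLC7A11, a cystine transporter, was lower at -2.30 (standard error 0.51, adjusted p = 0.0021).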

Taken together, these data provide strong evidence for a pro-neuronal differentiation process in SH-SY5Y cells after treatment with RA.

### RA Differentiated SH-SY5Y Cells Express Multiple Markers Characteristic for SN DAergic Neurons in vivo, and Produce High Levels of DA

The precise neuron-like phenotype of RA differentiated SH-SY5Y cells has been controversial. Although some studies claim that RA increases the expression of TH [33], we and others report that TH is already present in non-differentiated cells and that RA-induced differentiation does not induce changes in TH protein levels [21]. To gain more insight into the exact DAergic characteristics of RA-differentiated SH-SY5Y cells, we investigated the expression of other markers that are associated with early development of DA neurons, DA synthesis and mature SN DAergic neurons. This analysis revealed that only 19% of the early stage DAergic markers are expressed by RA treated SH-SY5Y cells. On the other hand, all genes required for DA synthesis are expressed by SH-SY5Y cells, including TH and VMAT2. 

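The early stage markers above the detection limit made up 15.4% of 26 in RA cells and 23.1% in noRA cells at day 8. FOXA2, a factor of the floor plate, and NEUROG2 lay above it in noRA cells only, with FOXA2 at 6.72 ± 0.15 (SD, n = 3) in RA cells and 7.15 ± 0.15 (SD, n = 3) in noRA cells in the authors' normalized table and a log2 fold change of -0.53 (standard error 0.26, adjusted p = 0.21). SHH, a secreted signal of the ventral midline, lay above it in both at 7.22 ± 0.38 (SD, n = 3) in RA cells and 8.45 ± 1.26 (SD, n = 3) in noRA cells, had a log2 fold change of -1.27 (standard error 0.68, adjusted p = 0.25) in limma and did not pass the threshold. LMX1A, a factor of midbrain DA progenitors, was at 7.16 ± 0.48 (SD, n = 3) in RA cells and 7.38 ± 0.44 (SD, n = 3) in noRA cells, with a log2 fold change of -0.23 (standard error 0.29, adjusted p = 0.72). GLI1, GLI3, OTX2 and NR4A2 had a signal well above background in no day 8 sample.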

Finally, SH-SY5Y cells express 45% of additional markers that are normally expressed by mature midbrain DAergic neurons including the transcription factor PITX3, the receptor tyrosine kinase RET and several neurotransmitter receptors (DRD2, and several subunits of GABA, NMDA, AMPA and ACh receptors). RA treatment does not change the expression of these mature SN DAergic markers, with the notable exception of RET, which is strongly induced. In contrast, RA treatment reduces expression of 2 out of 9 early stage DAergic markers. These data suggest that RA may shift the DAergic-like phenotype of SH-SY5Y cells towards a more mature state. Additionally, we observed an increase in DA immunoreactivity, suggesting that the net change of RA treatment is towards enhanced DA levels. This increase may in part be explained by the partial downregulation of the DA-degrading enzyme MAO-A, and the DA-converting enzyme DBH. Finally, our mRNA results suggest that both RA differentiated and non differentiated cells do not express detectible levels of the mRNA for the dopamine transporter (DAT) as the CT values in the qPCR were very low for this gene. On the other hand, we have shown that radioactive DA uptake is inhibited by the DAT specific blocker vanoxerine suggesting that this protein is expressed by the RA differentiated SH-SY5Y cells and is functional.

Furthermore, we observed a significant regulation of the DAergic receptor signaling pathway in the RA treated cells as indicated by IPA. The DA receptor signaling pathway involves DA binding to D1-type and D2-type DA receptors, and the activation of their respective downstream targets. Activation of the D1-type receptors promotes the activity of adenylate cyclases, and thus the conversion of ATP to cAMP. DA signaling via the D2-type receptors on the other hand inhibits the activity of adenylate cyclases. Our data indicate that signaling via the D2-type DA receptors is enhanced, as we observed a significant downregulation of adenylate cyclases. Furthermore, NCS1, an inhibitor of D2-type receptors, is also downregulated. These data suggest that the downstream targets of cAMP in this particular pathway (PKA and PP2A) should be decreased. In apparent contrast, we observed an increase in the expression of the B’beta subunits of protein phosphatase 2A (PPP2R2B and PPP2R5B). It is possible that PP2A subunit expression is enhanced via a DA receptor-independent mechanism. As the B’beta subunits dephosphorylate TH and thereby reduce its activity, we hypothesize that their upregulation may be part of a negative feedback loop to the DA synthesis pathway.

Together, our data show that RA treated cells, similarly to DAergic neurons *in vivo*, actively synthesize DA and are sensitive to DRD2-mediated DA receptor signaling and other neurotransmitter signaling pathways, including glutamate, acetylcholine and GABA. Even though SH-SY5Y cells share many characteristics with true DAergic cells, the observation that not all mature DA neurotransmitter-associated markers are expressed by SH-SY5Y cells does indicate, however, that SHSY-5Y do not fully phenocopy a true primary DAergic cell. Care should be taken when applying these cells in paradigms that require a full DAergic phenotype.

### RA Suppresses Serotonergic, Noradrenergic and Cholinergic Characteristics of SH-SY5Y Cells

In addition to investigating the DAergic phenotype of SH-SY5Y cells, the gene expression data also allowed us to assess the serotonergic, noradrenergic, cholinergic, glutaminergic, and histaminergic characteristics of RA-treated SH-SY5Y cells. 

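Genes of the noradrenergic identity of neuroblastoma cells were lower together in RA cells at day 8. Of 22 such genes, 12 were lower and none higher past the threshold of limma (12 lower and 1 higher when adjusted over the list alone), with a median log2 change of -0.76. EYA1, a coactivator of sensory and sympathetic development, had a log2 fold change of -1.85 (standard error 0.16, adjusted p = 2.2e-09), and LMO1, a LIM domain factor, one of -0.66 (standard error 0.11, adjusted p = 6.8e-05). EYA1 rose in noRA cells from day 1 to day 8 by 1.79 (standard error 0.15, adjusted p = 1.1e-08) and lies on chromosome 8 of hg18 from 72272570 to 72272629. CHGB, a protein of dense core vesicles, did not pass the threshold (0.60, standard error 0.24, adjusted p = 0.1). The list was lower relative to other genes in camera's test (adjusted p = 6.7e-06, and 9.2e-04 with an estimated correlation). Its change from day 1 to day 8 was more negative in RA than in noRA cells (median difference -0.56, adjusted p = 3.3e-04, and 0.0064 with an estimated correlation). With the slide as a block the median at day 8 was -0.74 (adjusted p = 3.8e-06), and no slide or scan date holds both day 8 groups. Markers of other cell types did not rise together: of 27 mesenchymal genes 4 were higher and 6 lower in RA cells (median -0.05, camera adjusted p = 0.75), such as CDH11, a cadherin, at 1.08 (adjusted p = 8.9e-06), NOTCH2 at 2.45 (adjusted p = 2.5e-10) and ANXA2 at -0.82 (adjusted p = 0.002), and of 12 Schwann and glial genes none was higher and 1 was lower (adjusted p = 0.58), GFAP at -0.94 (adjusted p = 0.0067).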

The RA-induced downregulation of DBH and DDC, two key enzymes involved in noradrenaline and serotonin synthesis respectively, and the downregulation of noradrenaline-specifying transcription factor ASCL1 (fold change RA/noRA 0.27) and transcription regulator BMP7 (fold change RA/noRA 0.35) [60] all indicate that these phenotypes are at least partially suppressed in RA differentiated SH-SY5Y cells. Additionally, the observation that many of the monoamine producing enzymes and transporters are not expressed by the SH-SY5Y cells, irrespective of the treatment condition, suggests that these specific neurotransmitter phenotypes are not prominent in SH-SY5Y cells. However it should be noted that we cannot exclude that markers whose expression levels are below the microarray detection threshold are actually expressed at low levels.

### MPP(+) Treatment Induces Mitochondrial Stress in RA Differentiated SH-SY5Y Cells

A good cell model for PD related research should not only closely mimic the phenotype of SN DAergic neurons *in vivo*, but should also be sensitive to alterations in cellular processes that are commonly associated with PD. Mitochondrial dysfunction and increased oxidative stress are well known characteristics of PD [68] and MPP(+) has been widely used to induce PD-like mitochondrial impairments *in vitro* and *in viv*o [39]. We show here that RA differentiated SH-SY5Y cells 1) are capable of taking up MPP(+), most likely via dopamine (DAT) and noradrenalin (NAT) transporters, which mimics MPP(+) uptake by DAergic neurons *in vivo* and 2) are susceptible to mitochondrial dysfunction.

NoRA cells showed a larger decrease of ATP production compared to the RA differentiated cells. 

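PLK1, a mitotic kinase, rose in noRA cells from day 1 to day 8 by a log2 change of 1.24 (standard error 0.20, adjusted p = 2.9e-04), CCNB2, a cyclin of mitosis, by 0.99 (standard error 0.21, adjusted p = 0.0056) and BUB1, a spindle checkpoint kinase, by 0.81 (standard error 0.15, adjusted p = 0.0011), while MCM3, a replication helicase subunit, fell, at -0.86 (standard error 0.18, adjusted p = 0.0045). Of 36 cell cycle genes, 8 rose and 3 fell in noRA cells, and the list did not pass camera's test (adjusted p = 0.58), but it did with the slide (adjusted p = 0.037) or the scan date (adjusted p = 0.018) as a block. At day 8, 11 of the 36 were lower and none higher in RA than in noRA cells (12 lower when adjusted over the list alone), with a median log2 change of -0.37. CDC20, an activator of the anaphase promoting complex, had a log2 fold change of -1.11 (standard error 0.20, adjusted p = 2.2e-04), KIF20A, a mitotic kinesin, one of -1.09 (standard error 0.22, adjusted p = 9.4e-04) and E2F2, a factor of S phase entry, one of -0.82 (standard error 0.16, adjusted p = 5.8e-04). The list was lower relative to other genes (camera adjusted p = 6.7e-04, and 0.61 with an estimated correlation), and the tests are from limma. CDC20 lies on chromosome 1 of hg18 from 43599124 to 43599183. RNA levels do not count dividing cells.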

As indicated by our gene expression analysis, these cells continue to proliferate during the time in culture, requiring a high state of mitochondrial activity or higher numbers of active mitochondria. Therefore, the inhibiting effect of MPP(+) may induce larger effects on ATP production. We and others have observed that RA treatment of SH-SY5Y cells activates pro-survival mechanisms, such as Nrf2 or Akt signaling [21], which may underlie the differential sensitivity to MPP(+). Thus, measuring the effects of MPP(+) in RA-differentiated neuron-like cells may more accurately model mitochondrial dysfunction in DAergic neurons in the PD brain.

### Conclusion

Despite their neuron-like phenotype and expression of multiple DAergic markers, SH-SY5Y cells are neuroblastoma cells that only resemble mature midbrain SN DAergic neurons to some extent. However, SH-SY5Y cells can be cultured in a highly reproducible manner and allow for easy and successful genetic manipulation, including transfection-based gene knockdown or lenti-viral induced overexpression. Moreover, SH-SY5Y cells are readily available and can be easily expanded, and are thus suitable for use in high-throughput and high-content functional screening approaches to test large sets of target genes obtained by gene expression studies. Finally, the sensitivity of RA-treated SH-SY5Y to MPP(+) may be very useful in functional screening experiments investigating mitochondrial dysfunction in PD and the potential modifying effect of PD target genes towards the MPP(+) induced mitochondrial stress.

## Supporting Information

Figure S1 **The hybridization set up for RA vs. noRA microarray study.** Different culture days are indicated by numbers in the circle with each biological replicate (N = 3) being hybridized against a different culture time point.
(TIF)

Figure S2 **Retinoic acid receptor signaling pathway regulation in RA treated SH-SY5Y cells.** The figure represents the regulation of gene expression after RA treatment playing a role in retinoic acid signaling pathway illustrated by IPA. Red symbols represent genes significantly upregulated in RA treated SH-SY5Y cells and green represent genes significantly downregulated. Gray symbols with p values represent genes not significantly regulated after RA treatment.
(TIF)

Figure S3 **Expression profiles of all 20 gene clusters in time of culture in RA differentiated cells.** The expression level of each gene is indicated by the 2 log intensity (y axis) in time of culture (x axis). Each graph indicates the cluster number and the amount of genes present in this cluster. Red line indicates the average expression profile of each cluster.
(TIF)

Tables S1 Table S1. Gene validation by qPCR. Validation of microarray results with qPCR expression study of selected genes of interest. For the significantly regulated genes correlation coefficients are indicated between the pattern of array expression and qPCR expression. Sequences of qPCR detection primers forward and reverse are given. Table S2. The full list of significantly regulated genes showing expression differences between RA and noRA treated SH-SY5Y cells as indicated by the microarray analysis. Gene expression changes are given as fold changes between RA treated cells day 8 (D8) and day 1 (D1), between noRA- treated cells D8 and D1, and between RA and noRA treated cells on day 8. The cluster column indicates the cluster number to which the gene is allocated to (refer to Figure S1). Table S3. Ingenuity (IPA) and GO stat analysis of 4 clusters showing the most regulated expression of genes in the time of culture. The set of genes present in each indicated cluster was analyzed by two data bases and significant overrepresentations of gene functions are categorized with a color code: proliferation (red), cell death (blue), neuronal development (green), cellular development (gray) and development (yellow). Apart from the functional groups overrepresented in the specific clusters, p-values along with the number of molecules present in each group are shown in this table. Table S4. List of significantly regulated transcription factors during RA treatment of SH-SY5Y cells. Full list of all regulated transcription factors (TF’s) was composed with an algorithm after BH correction on the data set (see methods) (p value <0.05). Each TF was then investigated regarding its biological function with the relevant Entrez gene summary, GO annotation and IPA gene summary. The regulation pattern fold changes of each gene are indicated between day 1 (D1) and day 8 (D8) in RA and noRA culture conditions and between D8 of RA and noRA culture conditions. Additionally, a cluster number is shown to which each TF is assigned to based on its expression pattern (Figure S1).
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

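RNA of SH-SY5Y cells treated with 1 µM all-trans RA and of untreated (noRA) cells was measured at days 1, 2, 3, 4, 5 and 8 of culture on Agilent Whole Human Genome arrays with 2 colors. The sample descriptions map 35 channels of 19 arrays to the 12 groups, 3 to each group and 2 to RA day 2. Each sample is a pool of 10 wells, and the labels number the 3 samples of a group as replicates. The paper calls them biological replicates, and whether they come from separate cultures is not stated. The SDs and p-values may thus measure the spread between pools of wells rather than between independent cultures. The series holds 31 scanned arrays, of which 12 are named by no sample description. These, and 3 channels of the other arrays, were not used, since what they hold is not known.

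The authors labeled the RNA, hybridized and scanned the arrays, and extracted the intensities with Agilent Feature Extraction (9.5.3.1 in the file headers, 9.5.1 in the methods). In the deposited scanner files the authors' software gives raw mean and background intensities of each spot and a processed signal, an intensity on a linear scale that is background subtracted and dye normalized within the array but not between arrays. The authors' deposited normalized table holds log2 intensities that the authors quantile normalized between arrays and averaged over duplicate hybridizations, and it served as an alternative and for the detection of marker genes, whose rule is stated on that scale. Its columns have medians of 7.462 to 7.486, and each of the 35 correlates best with its own channel. In 3 of its columns single cells hold a division error, and they were treated as missing.

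The log2 of the processed signal was taken for each channel. Of 45015 spots, 1639 are controls and were left out, as were 352 spots marked as non-uniform in any used channel. The paper's methods leave out saturated spots too. The 243 spots saturated in any used channel were kept here, and leaving them out was an alternative. The 35 channels were quantile normalized, and spots of the same probe were averaged, which left 40682 of 41000 probes. Gene names come from the scanner files, whose annotation is on hg18, and were brought to current symbols by accession for 23676 probes, and 11198 probes with an accession only were tested but are in no gene count. Of the spots of a sample, 64.9% to 90.2% had a signal well above background by the scanner software's mark. The lowest normalized log2 value of a probe marked as well above background was 2.31 to 5.30, depending on the sample. Where all samples of the dimmer group lacked this mark, the fold change is given as a lower bound, with each of these samples raised to the lowest value of a marked probe in it. Where no sample of either group had the mark, or the bound lies below 1, no fold change is given.

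Groups were compared with limma 3.58.1 (R 4.3.3, statmod 1.5.0): a linear model of the 12 group means with the array as a random block (correlation 0.24, from 2 samples that share an array), 23 residual degrees of freedom, variances moderated with an intensity trend, two-sided tests and Benjamini-Hochberg adjustment over all probes at 0.05. All groups share 1 estimate of the spread. The comparisons were the interaction of treatment and time, RA against noRA at each day, day 8 against day 1 in each culture, the difference of these changes, late (days 5 and 8) against early (days 3 and 4) RA cells, noRA days 3 to 5 against days 1 and 2, and noRA day 8 against days 3 to 5. For RA day 2 with 2 samples the spread is assumed to be like that of the other groups. A gene is represented by its probe with the highest mean log2 value.

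Sets of genes were tested with limma's camera (two-sided, correlation between genes preset at 0.01, adjusted over 28 lists) at day 8 and from day 1 to day 8 in each culture, and the difference of the changes was added after the data had been seen. Of the 28 lists, 7 are those of Figs. 3 to 6, 4 were chosen by the study on these samples, and 17 are of general knowledge, with markers of mesenchymal and of Schwann and glial cells among them. All lists, comparisons and alternatives were written down in advance unless the text says otherwise. Samples were clustered on the probes past the interaction threshold (Euclidean distance, complete linkage), and profiles of RA cells over the days were grouped by fuzzy c-means (e1071 1.7.16, 20 centres, fuzzifier 1.25).

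The text names genes by a rule: each gene that the paper names in its text, Table 1 or Figs. 3 to 6; the 12 highest and 12 lowest fold changes at day 8, and the 6 highest and 6 lowest of the other comparisons, among genes past the threshold that part the groups without overlap; the 10 genes with the smallest interaction p; and up to 4 members of each list with the smallest adjusted p with any member past the threshold against the majority. Values in the paper's tables had been seen when the rule was written. Together these are 324 genes, and the results of some of them are not reported here.

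The procedure was tested on simulated data with 3 samples per group like the real ones. With 200 probes changed at day 8, limma made 87 calls, 83 of them true, and found 9.0% of 1.5-fold, 29.9% of 2-fold and 86.4% of 4-fold changes. Far more probes were called at day 8 in the data, where the adjusted threshold is less strict, so these shares may be too low there. The interaction test made 55 calls, 53 of them true, and day 4 without a change gave 0 calls. Of 21 lists of 25 genes, the 1 with a 1.5-fold shift was called and no other. Alternatives were other background corrections and scalings, other filters, no array block, blocks for the slide, the scan date and the replicate number, the dye as a covariate, the methods' analysis of variance, the authors' normalized table, and each sample left out in turn. Leaving out both libraries named in the closing section was added after the data had been seen. The dye could be separated from the treatment only within the shared model, since both channels of an array hold the same treatment. Table S2 was not tested for enrichment, since the copy at hand lacks 333 of its probes. The text names no gene without a symbol in the files, except the predicted genes that carry a locus name.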

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

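Chosen only after the result was seen were the tests of the difference between the changes over time for gene lists, the test of the shared array, the comparison with the mesenchymal list, the slide block for the counts of days 5 and 8, and leaving out both noRA libraries named below.

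Retinoid genes were out of place in 2 noRA libraries: 6 of 19 genes of the retinoid list were more than 2 higher on the log2 scale in the library labelled day 1 replicate 3 than in the other replicates of its day (median 5.22), and the same 6 were more than 2 lower in the library labelled day 2 replicate 3. In the library labelled day 2 replicate 3, whose array holds no sample of day 1, the 6 genes lay below the other day 2 samples by a median of -5.56. Added signal from the other sample on the same array would not give these low values. They are part of the pattern itself, so this is no separate test. For the high values of the library labelled day 1 replicate 3, whose array also holds noRA day 2 replicate 1, such signal is open. An exchange of the 2 labels is open: over all probes outside the list, 2 of these 2 libraries lay nearer to the other group than to their own. This is weak evidence, since noRA day 2 replicate 2 also lay nearer to noRA day 1 (109.8) than to its own group (118.4). For noRA day 1 replicates 1 and 2 and noRA day 2 replicate 1 this was not so. These group means include the 2 libraries in question. With any other group counted, 17 of 35 samples lay nearest to a group not their own, which is a looser measure. A real spread between cultures, such as a trace of RA in noRA wells, is open too and was not tested, and the labels were kept in all values.

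Genes of the noradrenergic identity were lower in RA cells at day 8 by a median log2 change of -0.76 (adjusted p = 6.7e-06, and 9.2e-04 with an estimated correlation), a comparison the paper does not make for this list. A slide effect as the whole cause was contradicted, since the median with the slide as a block was -0.74 (adjusted p = 3.8e-06), and so was a dye effect, with a median of -0.78 (adjusted p = 6.1e-06) with the dye as a covariate. A larger share of mesenchymal cells in RA cultures is not excluded. Of 27 genes of the mesenchymal list 6 were lower and 4 higher in RA cells, with a median log2 change of -0.05. The list thus did not rise together, but such counts cannot decide the share of cells. No slide or scan date holds both day 8 groups, so the slide block rests on the other groups, and a response of the cells to RA stays a hypothesis that was found and tested on the same data.

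More probes passed the threshold at day 5 (7976) than at day 8 (5948). With the slide as a block the day 5 count stayed the larger, at 4606 against 3592 at day 8. This cannot decide whether a slide effect is the cause, since 1 slide holds both treatments at day 5 and no slide does at day 8. The slide block at day 8 thus rests on the other groups, and a slide effect is open. Noisier day 5 samples are open: the median SD within groups at day 5 was 1.27 times that at day 8 (0.33 against 0.26). The spread was widest in RA day 5, at 0.35, and noRA day 5 had one of 0.21. Within RA day 5, replicate 2 lay farthest from its group, at a mean distance of 198.3 against 160.4 for replicate 1 and 173.2 for replicate 3. It shares an array with RA day 2 replicate 2. A stronger response at day 5 than at day 8 was not tested against this.

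The changes from day 1 to day 8 differed between RA and noRA cells by test for 4 gene lists and for genes that went opposite ways. The median difference was 0.62 (adjusted p = 0.045, and 0.45 with an estimated correlation) for retinoid genes, -0.56 (adjusted p = 3.3e-04, and 0.0064 with an estimated correlation) for noradrenergic genes, -0.32 (adjusted p = 0.045, and 0.51 with an estimated correlation) for ATF4 genes and -0.57 (adjusted p = 4.4e-04, and 0.25 with an estimated correlation) for cholesterol synthesis. Among the 6 genes with the widest opposite changes, ANGPTL4 rose in RA cells and fell in noRA cells (log2 change 2.26 and -2.57), with a difference of 4.83 (adjusted p = 1.7e-11). The others fell in RA cells and rose in noRA cells: NELL1 with a difference of -5.15 (adjusted p = 1.6e-10), DAND5 of -4.63 (adjusted p = 4.2e-11), VSNL1 of -4.35 (adjusted p = 3.2e-10), PLPP3 of -4.24 (adjusted p = 2.0e-10) and GFRA3 of -4.20 (adjusted p = 9.8e-11). For the count of probes with a difference of changes (2402), chance could not be excluded, since 9 of 100 drawn splits of the samples gave as many, the real one included, and the highest other split gave 3240. These 9 splits keep the real day 8 groups and mix the day 1 groups, which differ in no probe past the threshold.

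Gene lists that the paper does not analyse in this form moved relative to other genes with the preset correlation, and all calls of this paragraph except that of ATF4 genes in noRA cells were lost with an estimated one, which is the second adjusted p. At day 8 the medians between RA and noRA cells were 0.51 (adjusted p = 0.009, 0.37) for retinoid genes, -0.37 (adjusted p = 6.7e-04, 0.61) for cell cycle genes and -0.55 (adjusted p = 1.9e-05, 0.21) for cholesterol synthesis. From day 1 to day 8 in RA cells they were 0.41 (adjusted p = 0.048, 0.2) for neuronal genes, -0.45 (adjusted p = 0.017, 0.2) for the hypoxia response, -0.99 (adjusted p = 2.4e-11, 0.053) for ATF4 genes and -0.42 (adjusted p = 0.017, 0.31) for cholesterol synthesis. In noRA cells they were 0.19 (adjusted p = 0.015, 0.063) for neuronal, 0.28 (adjusted p = 0.03, 0.063) for noradrenergic, -0.13 (adjusted p = 0.0051, 0.063) for ID, HES and Notch, -0.36 (adjusted p = 0.0025, 0.063) for hypoxia, -0.79 (adjusted p = 3.6e-14, 0.019) for ATF4 and -0.40 (adjusted p = 0.0025, 0.054) for NRF2 genes.

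Other splits of the samples were counted for each comparison of at least 3 samples a group. Of 100 drawn splits, 1 was as large as the real one, which is the real one itself, for the interaction (2461 probes, highest other 385), RA late against early (644 probes, highest other 291), noRA days 3 to 5 against 1 and 2 (2231 probes, highest other 1107) and noRA day 8 against days 3 to 5 (372, highest other 130). These splits exchange treatments within days, or days within a culture, so they test whether the labels matter at all. They do not test the interaction or these groupings of days alone. A split that mixes unlike samples also widens the spread that all groups share, which lowers its count. With 10 splits the share is never below 0.1, too few for RA day 8 against day 1 (8101 probes, highest other 1), noRA day 8 against day 1 (1477 probes, highest other 3), RA against noRA at day 3 (1894 probes, highest other 1), RA against noRA at day 4 (2697 probes, highest other 0), RA against noRA at day 5 (7976 probes, highest other 2) and RA against noRA at day 8 (5948, highest other 0). At day 1, where limma called 0 probes (1437 at an unadjusted p below 0.05), all 10 splits were as large, and the highest other called 1.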

How the results depend on the processing

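Chosen only after the data were seen were the gene list tests with the slide or scan date as a block or the dye as a covariate, and the fits without the libraries labelled noRA day 1 replicate 3 and noRA day 2 replicate 3. The cause of the changes below was not tested. Counts of probes stayed within 1.5 times their value for all comparisons with other background corrections, scalings, filters, spot rules, moderation, no array block, the dye as a covariate, the methods' analysis of variance and the authors' normalized table. They moved by more with the slide as a block (probes: the interaction 791, RA against noRA at day 2 733, RA against noRA at day 3 971, RA against noRA at day 4 1015, RA against noRA at day 5 4606, RA against noRA at day 8 3592, RA day 8 against day 1 5033, noRA day 8 against day 1 705, the difference of the changes 1066, noRA days 3 to 5 against 1 and 2 1426, noRA day 8 against days 3 to 5 159), with the scan date as a block (the interaction 1067, RA against noRA at day 2 591, RA against noRA at day 3 1007, RA against noRA at day 4 1128, RA against noRA at day 5 4461, RA against noRA at day 8 3633, noRA day 8 against day 1 880, the difference of the changes 1175, RA late against early 392, noRA day 8 against days 3 to 5 196), without the 6 RA samples of slide 1 (the interaction 3899, RA against noRA at day 2 2108, RA against noRA at day 3 919, RA against noRA at day 4 1087, RA late against early 1486) and without both libraries named above (RA against noRA at day 1 14, noRA day 8 against day 1 2657, noRA day 8 against days 3 to 5 560). Of 324 named genes at day 8, 188 were past the threshold, 146 of them under every alternative, and 106 of the other 136 under none. Over all comparisons, 270 of 331 gene results past it were so under every alternative. The direction turned for BCL2L11 (-0.53, adjusted p = 0.11) and ELAVL1 (-0.51, adjusted p = 5.2e-04) at day 8 with the mean of all probes of the gene. Of the other probes, both of ELAVL1 and 3 of 4 of BCL2L11 had a negative change. Signal over background limits these values: 32 of the 324 genes have no fold change at day 8, and 21 a lower bound.

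The share of higher among the called probes moved by over 10 percentage points with the slide as a block for day 3 (51.2% to 37.5%), day 4 (42.1% to 31.2%), noRA day 8 against day 1 (43.3% to 55.0%) and noRA days 3 to 5 against 1 and 2 (56.5% to 71.4%), and alike with the scan date (35.7%, 31.1%, 55.8% and 71.3%). At day 2 (31.1%) it was 41.7% with scaling to the 75th percentile, 44.5% with the authors' normalized table and 43.9% without the RA samples of slide 1. For RA late against early (51.4%) it was 61.7% with normexp and 39.7% without the RA samples of slide 1, and for noRA day 8 against days 3 to 5 (30.1%) 41.2% with normexp and 40.2% without background correction. Scaling to the 75th percentile shifted the median log2 change of all probes to 0.198 at day 2, 0.173 at day 4 and 0.225 at day 5.

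Without 1 sample in turn, the counts ranged from 1946 to 3769 (the interaction), 0 to 8 (RA against noRA at day 1), 233 to 2806 (RA against noRA at day 2), 974 to 2374 (RA against noRA at day 3), 1558 to 3165 (RA against noRA at day 4), 5727 to 8304 (RA against noRA at day 5), 4281 to 6366 (RA against noRA at day 8), 6035 to 8675 (RA day 8 against day 1), 682 to 2361 (noRA day 8 against day 1), 1758 to 2641 (the difference of the changes), 379 to 724 (RA late against early), 1164 to 2793 (noRA days 3 to 5 against 1 and 2), 152 to 549 (noRA day 8 against days 3 to 5). Where a group was left with 1 sample, it is assumed to vary like the others. Counts moved by over 1.5 times for day 1 without noRA day 1 replicate 3 (8), RA day 1 replicate 2 (7) or 3 (3) or RA day 5 replicate 2 (1), day 2 without noRA day 2 replicate 1 (741) or 3 (681), RA day 2 replicate 1 (2806) or 2 (233) or RA day 5 replicate 2 (2556), day 3 without noRA day 3 replicate 2 (1183) or RA day 3 replicate 3 (974), day 4 without noRA day 4 replicate 3 (1558), the interaction without RA day 2 replicate 1 (3769), RA late against early without RA day 3 replicate 2 (418) or RA day 4 replicate 2 (379), noRA days 3 to 5 against 1 and 2 without noRA day 1 replicate 2 (1164) or noRA day 2 replicate 3 (1363), noRA day 8 against days 3 to 5 without noRA day 8 replicate 1 (154), 2 (152) or 3 (203), and noRA day 8 against day 1 without noRA day 1 replicate 1 (848), 2 (682) or 3 (2361) or noRA day 8 replicate 1 (899), 2 (956) or 3 (878).

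With the replicate number as a block (replicate block) the counts were the interaction 2187, RA against noRA at day 1 0, RA against noRA at day 2 956, RA against noRA at day 3 1818, RA against noRA at day 4 2644, RA against noRA at day 5 7918, RA against noRA at day 8 5865, RA day 8 against day 1 7991, noRA day 8 against day 1 1312, the difference of the changes 2297, RA late against early 605, noRA days 3 to 5 against 1 and 2 2108, noRA day 8 against days 3 to 5 328. The numbers pair no samples by the data: samples of the same number on different arrays had a median correlation of -0.02 of their deviations from the group means, samples of different numbers one of 0.01, and 13 of 35 samples correlated best with one of their own number. Samples of the same array had one of 0.27.

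Of the gene lists, 4 passed camera's threshold at day 8, 4 from day 1 to day 8 in RA cells and 6 in noRA cells. With an estimated correlation these were 1, 0 and 1, and with fry, which tests the list against no change, 15 at day 8 and 17 in RA cells. With the slide as a block 2 passed in RA cells, since neuronal genes (adjusted p = 0.081) and cholesterol synthesis (0.06) no longer did, and neuronal genes were lost with the scan date as a block (0.068) and the dye as a covariate (0.056) too. ATF4 genes at day 8 passed with the slide (0.013) or scan date (0.02) as a block, with the dye (0.04) and without both noRA libraries (0.033), as did cell cycle genes in noRA cells with the slide (0.037) or scan date (0.018) as a block and without both libraries (0.001). Without both libraries HOX genes passed at day 8 (0.049) and in RA cells (0.013), and retinoid genes in RA cells (0.0032). With only genes well above background, HOX genes passed (0.048) and neuronal genes did not (0.065) in RA cells, and noradrenergic genes did not in noRA cells (0.087). With a detection threshold of 6, 7 early markers were detected in RA cells and 4 GABA receptor genes in noRA cells, and with one of 8 the counts were 1 early marker in RA cells, 1 mature marker in noRA cells, 1 GABA receptor gene in each culture, 0 for CLCN2 in each, 1 glutamate receptor gene in noRA cells and 8 of all markers and receptors in noRA cells. The tree of all probes well above background put 23 samples on the side of their kind, against 35. Its first split set 2 RA samples apart from the other 33 and not the treatments. The authors' normalized table gave 494 probes in rising groups, against 1747.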

Differences from the paper's values

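Of 184 values of the paper compared with the values here, 20 differ by the rule used (over 1.5 times and more than the replicate SD), 16 of them fold changes of Table 1 and 4 from the text. Across genes, the correlation of log2 fold changes with Table 1 was 0.98 at day 8, which counts genes and not independent replicates. The alternatives are those set before the data were examined, and the ones not named differ too.

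In RA cells from day 1 to day 8, the fold change was 35.5 against the paper's 22.20 for ELMOD1, and the authors' normalized table, the fit without RA day 1 replicate 2 and the fit without RA day 8 replicate 1 do not differ from it. For MPP4 it was 12.7 against the paper's 7.11, for NCAM2 43.4 against the paper's 24.28 and for ALDH1A3 0.0785 against the paper's 0.14, and for each of these only the authors' normalized table does not differ. For SAMD9L it was at least 8.49 against the paper's 5.26 and for CNGA1 at least 7.69 against the paper's 4.60, where normexp, no background correction and the authors' normalized table do not differ. For KCNMA1 it was 0.734 against the paper's 0.13 and for ELAVL1 0.834 against the paper's 0.31, and no alternative reaches these. Other probes of KCNMA1 gave 0.0713, 0.351, 0.624 and 0.895, and other probes of ELAVL1 gave 0.287 and 0.973. In noRA cells ELAVL1 had 0.777 against the paper's 1.23, and the mean of all probes of the gene does not differ.

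At day 8 the RA/noRA fold change was 32.2 against the paper's 19.34 for ELMOD1, where no background correction and the authors' normalized table do not differ. For MPP4 it was at least 14.5 against the paper's 8.92, where normexp, no background correction and the authors' normalized table do not differ. For THSD4 it was 37.5 against the paper's 19.77 (the authors' normalized table and the slide as a block do not differ), for CNGA1 18 against the paper's 5.18 and for ALDH1A3 0.0792 against the paper's 0.14 (the authors' normalized table does not differ in either). For KCNMA1 it was 0.380 against the paper's 0.05 and for ELAVL1 1.16 against the paper's 0.33, which no alternative reaches. Other probes of KCNMA1 gave 0.0272, 0.148, 0.248 and 0.429, and other probes of ELAVL1 gave 0.310 and 0.959. From the text, RARB had 38.8 against the paper's 23.45, where the authors' normalized table, the scan date as a block, the fit without the 6 RA samples of slide 1 and 14 fits without 1 sample do not differ. NEUROG2 had 0.00833 against the paper's 0.02 (the authors' normalized table and the fit without RA day 8 replicate 1 do not differ). Its RA mean of 4.92 in the authors' normalized table lay below the detection limit, so the size of this fold change rests on values near the background. NTRK2 had 44.9 against the paper's 27 (the authors' normalized table, the slide or scan date as a block, the mean of all probes and the fit without noRA day 8 replicate 1 do not differ). BMP7 had 0.119 against the paper's 0.35, which no alternative reaches, and its other probes gave 0.250 and 0.146.

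Of the fold changes of Table 1, 43 of 43 had the paper's direction in RA cells, 40 of 43 in noRA cells and 42 of 43 at day 8, and of those in the text 43 of 44. Some statements of the paper differ from the calls here. The paper names RET as the 1 mature marker or receptor that differed, and here RET (18.1, adjusted p = 6.0e-06) and GRIA2 (2.77, adjusted p = 0.01) did, GRIA2 not without the 6 RA samples of slide 1 or without RA day 8 replicate 1. Of the genes of Fig. 6 it names DDC and DBH as lower, and here SLC6A2 was lower too (0.597, adjusted p = 0.012), except without noRA day 8 replicate 1 or RA day 8 replicate 3.

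Genes that the text of the paper calls lower or higher in RA cells and that did not pass the threshold at day 8 include these. Genes that only its tables list are not covered, and of 96 measured factors of Table S4, 24 did not pass. MYCN (0.353, adjusted p = 0.2) and RUNX1 (0.355, adjusted p = 0.16) passed with the mean of all probes of the gene and by their other probe in the main setting, at 0.486 (adjusted p = 0.0023) and 0.382 (adjusted p = 0.00082). Saturated spots were kept here, unlike in the paper's methods, and the brightest probe of MYCN has a value in 50 of 51 settings. MEF2C (0.559, adjusted p = 0.056) passed with scaling to the 75th percentile, the authors' normalized table, probes well above background, the mean of all probes, and without the 6 RA samples of slide 1, RA day 2 replicate 1 or 2, RA day 5 replicate 2 or 3 or RA day 8 replicate 1, and it passed the interaction test (adjusted p = 0.038). NR4A3 (1.56, adjusted p = 0.092) passed with normexp, no background correction and the authors' normalized table, and without noRA day 1 replicate 3 and noRA day 2 replicate 3, a setting chosen after seeing the values, which drops 0 of the 79 genes with a value in the paper that passed at day 8. ZNRF1 (1.17, adjusted p = 0.43) and RAC1 (1.31, adjusted p = 0.19) passed at day 8 in no setting by their brightest probe, and 1 of 3 other probes of ZNRF1 did, at 1.32 (adjusted p = 0.0044). In the interaction test NR4A3 (adjusted p = 0.051) passed in 13 of 51 settings and RAC1 (0.052) in 11, among them probes well above background for both. RARB, higher at day 8, did not pass the interaction test (adjusted p = 0.075). It did with normexp, no background correction, scaling to the 75th percentile, the authors' normalized table, the dye as a covariate, without noRA day 1 replicate 2 or noRA day 2 replicate 3, and in the setting without both noRA libraries that was chosen after seeing the values.

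The text of the paper gives for KLF13 the fold change that its Table S4 gives for KLF12, and here the fold changes were 1.67 for KLF13 and 2.65 for KLF12. The interaction test gave 2461 probes of 1833 genes, with 2329 probes of 2020 genes in the paper at the same threshold. The procedures differ, with moderated variances, an array block and saturated spots kept here. The 1833 leave out probes named by an accession only, and Table 1 of the paper lists such entries among its genes, so the gene counts are not alike. Early markers above the detection limit of the paper were 4 in RA and 6 in noRA cells, with 5 in the paper, and glutamate receptor genes 3 in RA and 2 in noRA cells, with 2 in the paper.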

Other observations

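The fits without both noRA libraries and the list tests with the slide as a block were chosen only after the data were seen. Enzymes of cholesterol synthesis were lower in RA than in noRA cells at day 8: of 21 genes 10 were lower and none higher past the threshold of limma (11 lower when adjusted over the list alone), with a camera adjusted p of 0.21 with an estimated correlation against 1.9e-05 with the preset one. HSD17B7, a sterol reductase, had a log2 fold change of -1.05 (standard error 0.13, adjusted p = 1.5e-06), NSDHL, which removes methyl groups of sterols, one of -0.90 (standard error 0.17, adjusted p = 3.5e-04) and FDFT1, squalene synthase, one of -0.84 (standard error 0.15, adjusted p = 3.1e-04). The list had a median of -0.14 at day 5 with 6 genes lower, and of -0.03 at day 4 with 1 higher. In RA cells 7 of the genes fell and 1 rose from day 1 to day 8 (11 and 1 over the list alone, adjusted p = 0.31 with an estimated correlation), among them HMGCS1, HMG-CoA synthase (-1.41, adjusted p = 0.0029), and INSIG1, which holds back the pathway and rose (0.89, adjusted p = 4.8e-04). In noRA cells the list did not pass the test (adjusted p = 0.3). With the slide as a block the day 8 median was -0.67.

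Genes of the amino acid and unfolded protein stress response (ATF4 genes) fell in both cultures from day 1 to day 8. In RA cells 15 of 20 fell and 1 rose (17 and 1 over the list alone, adjusted p = 0.053 with an estimated correlation), and in noRA cells 10 fell and none rose (14 over the list alone, adjusted p = 0.019 with an estimated correlation). TRIB3, a pseudokinase induced by ATF4, had log2 changes of -2.32 (adjusted p = 2.1e-09) and -1.62 (adjusted p = 2.5e-06), DDIT3, a stress factor, of -1.32 (adjusted p = 9.3e-07) and -1.48 (adjusted p = 3.0e-07) and CEBPB of -2.50 (adjusted p = 4.0e-10) and -1.59 (adjusted p = 2.8e-06). At day 8, 6 were lower and 2 higher in RA cells (7 and 2 over the list alone, camera adjusted p = 0.076). Of 20 hypoxia genes 9 fell and 4 rose in RA cells (adjusted p = 0.2 with an estimated correlation) and 4 fell in noRA cells (0.063 with an estimated correlation), with EGLN3, which marks HIF for breakdown, at -3.29 (adjusted p = 7.5e-10) and -2.43 (adjusted p = 3.7e-07). At day 8, 7 hypoxia genes were lower and 4 higher in RA cells (adjusted p = 0.42), such as HK2, hexokinase 2 (-1.90, adjusted p = 3.8e-06), and SLC2A1, a glucose transporter (-1.33, adjusted p = 3.1e-07). In noRA cells, 3 of 19 ID, HES and Notch genes fell (adjusted p = 0.063 with an estimated correlation), and 2 of 15 NRF2 targets (0.054 with an estimated correlation).

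The lists below did not pass camera's test at day 8. Of 25 interferon-stimulated genes 4 were higher and 3 lower in RA cells (adjusted p = 0.86), with USP18, which holds back interferon signaling, at -3.15 (adjusted p = 5.0e-13) and RSAD2, an antiviral protein, at 1.86 (adjusted p = 2.7e-04). Of 39 HOX genes 5 were higher and 1 was lower (0.27), and of 19 ID, HES and Notch genes 5 and 3 (0.46), with DLL3 at -0.63 (adjusted p = 0.011). Of 16 BCL2 family genes 4 were higher and 1 was lower (0.86, median 0.01 and mean -0.07, of the other sign), with MCL1, which counters apoptosis, at 0.78 (adjusted p = 0.021) and PMAIP1, which promotes it, at 0.73 (adjusted p = 0.017). Of 13 familial Parkinson's disease genes 1 was higher (0.39), which was PINK1, a mitochondrial kinase, at 1.11 (adjusted p = 6.5e-04), with another probe at -0.68. None of 37 complex I genes passed the threshold of limma (list 0.46), and none of 6 qPCR reference genes, which the study chose on these samples (0.58).

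Without both noRA libraries, 14 probes differed between RA and noRA cells at day 1. They include CYP26A1, with a log2 fold change of 9.40 (adjusted p = 3.1e-10), DHRS3 at 3.93 (6.1e-05) and CRABP2, a retinoid binding protein, at 3.80 (2.6e-06), which were chosen after their values were seen. In these fits RARB passed the interaction threshold (adjusted p = 1.3e-06), as did CYP26A1 (6.1e-07).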
